# Maternal diabetes alters transcriptional programs in the developing embryo

**DOI:** 10.1186/1471-2164-10-274

**Published:** 2009-06-18

**Authors:** Gabriela Pavlinkova, J Michael Salbaum, Claudia Kappen

## Abstract

**Background:**

Maternal diabetes is a well-known risk factor for birth defects, such as heart defects and neural tube defects. The causative molecular mechanisms in the developing embryo are currently unknown, and the pathogenesis of developmental abnormalities during diabetic pregnancy is not well understood. We hypothesized that the developmental defects are due to alterations in critical developmental pathways, possibly as a result of altered gene expression. We here report results from gene expression profiling of exposed embryos from a mouse diabetes model.

**Results:**

In comparison to normal embryos at mid-gestation, we find significantly altered gene expression levels in diabetes-exposed embryos. Independent validation of altered expression was obtained by quantitative Real Time Polymerase Chain Reaction. Sequence motifs in the promoters of diabetes-affected genes suggest potential binding of transcription factors that are involved in responses to oxidative stress and/or to hypoxia, two conditions known to be associated with diabetic pregnancies. Functional annotation shows that a sixth of the de-regulated genes have known developmental phenotypes in mouse mutants. Over 30% of the genes we have identified encode transcription factors and chromatin modifying proteins or components of signaling pathways that impinge on transcription.

**Conclusion:**

Exposure to maternal diabetes during pregnancy alters transcriptional profiles in the developing embryo. The enrichment, within the set of de-regulated genes, of those encoding transcriptional regulatory molecules provides support for the hypothesis that maternal diabetes affects specific developmental programs.

## Background

Maternal diabetes disturbs embryonic development and can cause diabetic embryopathy, with cardiovascular malformations, neural tube defects and caudal dysgenesis as the most characteristic congenital malformations [1,2]. Diabetes-induced dysmorphologies have been ascribed to increased apoptosis [3,4], perturbation of prostaglandin synthesis and metabolism [5-7], deficiency in membrane lipids [8-11], and generally altered metabolism in the embryo [12]. Several studies have associated oxidative stress with the maternal diabetic condition, and the administration of anti-oxidants reduced the incidence of developmental defects in experimental models of intrauterine exposure to diabetes [5,13-19]. However, it is unclear how systemic metabolic disease results in particular developmental defects that are restricted to specific tissues in diabetic embryopathy [20].

Growing evidence suggests that maternal diabetes alters expression of developmental genes in the embryo, resulting in abnormal morphogenesis. Decreased expression of Pax3, a gene involved in neural tube defects [21,22], was found in embryos from diabetic mouse dams at gestation day 8.5, with neural tube defects evident by day 10.5 [4]. Pax3 deregulation, presumably through oxidative stress [23], is also associated with heart defects that involve neural crest cell derivatives [24]. We recently showed that Wnt signaling is affected in diabetes-exposed mouse embryos [25]. These findings support the notion that diabetic pregnancy leads to altered expression of molecules that play key roles in patterning and development of embryonic tissues, implicating altered transcriptional regulation as a potential pathogenic mechanism in diabetic embryopathy. In order to identify genes and pathways affected by maternal diabetes, we performed gene expression profiling of diabetes-exposed mouse embryos using oligonucleotide microarrays.

## Results and discussion

### Animal model of diabetic embryopathy

Mouse embryos were isolated from diabetic or control dams at embryonic day 10.5 (E10.5) because at this stage neural tube defects are easily detectable. The frequency of NTDs in diabetes-exposed embryos was approximately 17% (16/96 diabetes-exposed embryos) compared to 0% in normal pregnancies (0/220). Except where noted, no malformed embryos were used for gene expression studies. We found no significant differences in litter size or number of resorbed embryos between diabetic (n = 11) and non-diabetic pregnancies (n = 10; P = 0.07). We also did not detect any developmental delay in apparently unaffected diabetes-exposed embryos; their morphological appearance, i.e. features of brain development, limb development, and somite numbers were commensurate with developmental age (Kruger et al., manuscript in preparation). All experiments used the FVB inbred strain. We here report the results from two independent expression profiling experiments (Figure 1), using individual embryo samples in Experiment I and and a pooling strategy in Experiment II.

**Figure 1:**
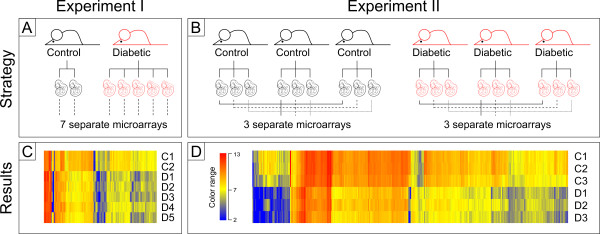
**Experimental approaches to determine gene expression profiles of normal and diabetes-exposed embryos**. Panels A and B depict the two independent microarray experiments. Panels C and D depict expression profiles where each colored vertical line represents the expression signal for one gene and row represent individual embryos (Exp. I) or samples (Exp. II). Red represents increased expression, blue reflects decreased expression, and intermediate colors represent minor changes (the color range was chosen along an arbitrary scale). Using a hierarchical clustering algorithm (with euclidean distance metric and centroid linkage rule, as implemented in GeneSpring), these graphic representations shows that expression profiles for embryos exposed to maternal diabetes differ considerably from control unexposed embryo profiles.

### Gene expression profiling in embryos exposed to diabetes

In Experiment I, we surveyed the expression profiles of 2 control and 5 diabetes-exposed embryos. 

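Experiment I measured whole-embryo RNA of FVB mice at E10.5 on 7 Affymetrix 430A 2.0 arrays, with 1 embryo on each array. There were 2 control embryos, 3 diabetes-exposed embryos without NTD and 2 with NTD. The 5 exposed embryos came from 1 diabetic dam and the controls from 1 untreated dam, so that diabetes and litter cannot be told apart on these arrays, and every p-value here is set against the spread between littermates. The deposited values are linear intensities, the MAS5 signals of 22690 probe sets on each array. The authors' scaling gave all 7 arrays a mean of 500.2 after removal of 2% of the probe sets at each end, and the median signal was 206 to 218. Detection calls were not used here. The 14554 probe sets at or above the 40th percentile in 2 or more arrays were tested with limma on log2 signals, and a probe set was called at a Benjamini-Hochberg adjusted p under 0.05. A two-sided exact permutation test of 2 against 5 embryos cannot give a p below 0.048, and the number of arrays limits the precision. Each gene is given by its probe set in Additional file 1, by the called one or else by its brightest one, and values given for other probe sets are log2 fold changes. The comparisons, the gene lists, the rule for naming genes and the alternatives were fixed before the data were examined, but after the values in the paper's tables had been read. The embryos differed in the transcripts of the sex chromosomes. One probe set of Xist, the RNA of the inactive X chromosome, had signals of 2763, 2616 and 1830.2 in exposed embryos 1, 2 and 3 without NTD, 3287 and 12.7 in exposed embryos 1 and 2 with NTD, and 12.7 and 24.1 in controls 1 and 2. Eif2s3y, on the Y chromosome, had signals of 0.549, 0.689, 2.76, 0.697, 245, 227 and 203 in the same order. The sex of the embryos is not given in the sources used here. Transcripts of yolk sac endoderm and liver were high in exposed embryo 1 without NTD, of which 4 were chosen after their values were seen. Afp had a signal of 6626 in it and of 507 to 2349 in the other 6 embryos, Apoa2 2897 against 144 to 252, Rbp4 4661 against 276 to 421, and Ttr 3568 against 152 to 488.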

In an initial comparison of expression levels between control and diabetes-exposed embryos, 302 probe sets passed the "fold-change>2" criterion, and their expression profiles were visualized using hierarchical clustering (Figure 1, Panel C). 

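The probe sets beyond 2-fold included those of a lactate transporter, a synuclein and sex-linked genes. Slc16a3, a lactate transporter, had a signal of 362 ± 79.2 (SD, n = 2) in controls and 1106 ± 372 (SD, n = 5) in exposed embryos, a 3.06-fold ratio of mean signals. Sncg, a synuclein of neurons, had 241 ± 42.6 (SD, n = 2) in controls and 103 ± 36.5 (SD, n = 5) in exposed embryos, a fold-change of -2.34. Neither was called (adjusted p = 0.0619 and 0.129). Among the tested probe sets 222 differed by more than 2-fold between the mean signals of the groups, of which 115 were lower in exposed embryos. Without the filter on low signals, where dim probe sets are kept, 1288 differed, of which 493 were lower. The fold alone carries no test, and genes of the sex chromosomes were among the 222. Another probe set of Xist had a mean signal of 5360.4 ± 2916 (SD, n = 5) in exposed embryos and 173 ± 11.3 (SD, n = 2) in controls, with 256 in exposed embryo 2 with NTD and 6074 to 7533 in the other 4. The Y-linked genes Kdm5d and Uty, both listed in Additional file 1, differed the other way. Kdm5d had signals of 307 and 358 in the controls and 273 in exposed embryo 2 with NTD, but 15.3 to 25.0 in the other exposed embryos, and Uty 282 and 313, 235, and 30.1 to 61.3.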

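The 2 control embryos had the most similar pair of profiles among the 7. Pearson's r of their log2 signals across the tested probe sets, which are not independent replicates, was 0.977. Pairs of exposed embryos gave r = 0.947 to 0.975, and pairs of a control and an exposed embryo r = 0.923 to 0.963. An r as high as that of the control pair occurred in 1 of the 21 possible pairs (exact p = 0.048, the smallest p that 7 embryos allow). Exposed embryo 1 without NTD, the embryo with high yolk sac transcripts, was farthest from the controls, with r = 0.923 and 0.932. Exposed embryo 1 with NTD was closest to them, with r = 0.963 and 0.963. The closest pair of exposed embryos, embryo 2 without NTD and embryo 1 with NTD, reached r = 0.975. Without the filter on low signals that pair had the highest r, 0.969, and the control pair the second highest, 0.967.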

Control embryos exhibited profiles similar to each other, and differences to the expression profiles of individual diabetes-exposed embryos are visually obvious. These results support the hypothesis that maternal diabetes affects gene expression in the exposed embryos.

This survey covered about 14000 genes, and after application of the analysis criteria (see Methods for details), we identified 126 genes (~1% of the total) with expression levels that were changed in diabetes-exposed embryos by more than 2-fold relative to controls (Table 1; for full gene names and accession numbers, see Additional File 1). 

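The genes that changed between control and exposed embryos included regulators of segmentation, heme synthesis and cell division. Hes7, a repressor of the segmentation clock, rose from a signal of 30.2 ± 7.12 (SD, n = 2) to 172 ± 48.7 (SD, n = 5), a log2 fold change of 2.48 (standard error 0.36, adjusted p = 0.0329). Its control mean lay below the 20th percentile of both control arrays (41.9 and 48.1), so that the size of the change is uncertain. Cpox, an enzyme of heme synthesis, rose from 232 ± 53.1 to 686 ± 109, a log2 fold change of 1.57 (standard error 0.19, adjusted p = 0.0219), while its other probe set had a log2 fold change of 0.93. Kif11, a motor protein of the mitotic spindle, fell from 752 ± 42.1 to 339 ± 43.9, a log2 fold change of -1.16 (standard error 0.16, adjusted p = 0.0279), while its other probe sets had -0.52 and -0.47. In all, 25 probe sets were called, 16 higher and 9 lower in exposed embryos, and 2351 had an unadjusted p under 0.05 (1111 higher, 1240 lower). The other genes that rose were Zfp207 (log2 fold change 2.03), Uba7 (1.42), Cldn3 (1.18), Mt2, Sall4, Ptp4a3, Hmga1, Zfp385a, Cited4, Slc2a1, Pfkl, Adi1, Git1 and Gnai2. The other genes that fell were Mynn (-1.62), Hist1h2bc (-1.16), Ap1g1 (-1.14), Tgfbr1, Dcx, Map2, Phip and Api5. For several of them the other tested probe sets had smaller log2 fold changes: -0.41, 0.42 and 0.67 for Zfp207, 0.14 for Uba7, 0.51 and 1.10 for Cldn3, -0.81, -0.27, -0.11 and 0.14 for Mynn and -0.24 for Ap1g1. For each of the 25 probe sets all 5 exposed embryos lay on the same side of both controls (exact permutation test, p = 0.048), as they did for 3601 of the tested probe sets, where chance gives 9.5%. Of the 129 probe sets in Additional file 1, 89 were tested, and 7 rose and 8 fell. Adjusted over the list alone, 17 were higher and 72 lower, but the study chose the list on these samples, so that it is not independent evidence. None of the 25 probe sets was called without either control: limma called 1 probe set without control 1 (unadjusted, 537 higher and 526 lower) and 0 without control 2 (unadjusted, 795 higher and 601 lower), where the remaining control is assumed to vary as the exposed embryos do. Without exposed embryos 1, 2 and 3 without NTD 40, 19 and 6 were called, and without exposed embryos 1 and 2 with NTD 58 and 10. The calls of Hes7, Cpox and Kif11 also ended without exposed embryo 3 without NTD (limma adjusted p = 0.0632, 0.0530 and 0.0632). Those of Hes7 and Kif11 ended without exposed embryo 2 with NTD (adjusted p = 0.0688 and 0.0517). That of Hes7 ended without exposed embryo 2 without NTD as well (adjusted p = 0.0823).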

An additional 378 genes displayed expression differences between 1.5- and 2-fold (data not shown). 

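Between 1.5- and 2-fold, most of the probe sets that met the methods' criteria were lower in exposed embryos. Among the genes higher in exposed embryos were Klf1 (1.53-fold, adjusted p = 0.0984), a transcription factor of red blood cells, Meox1 (1.65-fold, adjusted p = 0.0597), a homeobox gene of somites, and Mgst3 (1.94-fold, adjusted p = 0.0800), a glutathione transferase. Among those lower, with negative signed folds, were Fabp7 (-1.77, adjusted p = 0.0786), a fatty acid binding protein of neural progenitors, Fos (-1.74, adjusted p = 0.139), an immediate early gene, and Ccn1 (-1.55, adjusted p = 0.107), a matrix protein, whose other probe set had a log2 fold change of -0.73. These 6 genes differed between 1.5- and 2-fold and had an unadjusted p under 0.05 in both of the methods' t-tests, but none was called by limma. In all, 484 tested probe sets met these criteria, 317 of them lower in exposed embryos. The Cyber-T test alone admitted 764. The lists of somite and skeletal muscle genes (camera adjusted p = 0.749) and of neural progenitors (camera adjusted p = 0.787) were not called.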

The majority (83%) of the 126 genes we identified were expressed at lower levels in diabetes-exposed compared to control embryos, and this was reflected in the larger dataset as well (72.8% of the additional 378 genes were decreased in expression). This decreased gene expression was not the result of developmental delay, since the morphology of diabetes-exposed embryos was stage-appropriate.

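Lower levels in exposed embryos predominated among the probe sets chosen by the size of the fold and both t-tests, while the share among those called by limma varied with the settings. Of the 147 tested probe sets beyond 2-fold that passed both tests, 103 were lower, or 70.1% (exact binomial 95% interval 62.0% to 77.3%). Between 1.5- and 2-fold the share was 65.5% (61.1% to 69.7%), and among limma's calls it was 36% (18.0% to 57.5%). Probe sets are not independent of each other, so that these intervals are narrower than they should be. Among limma's calls the share was 55.8% of 491 with array quality weights, 54% of 50 with an offset of 50 added to the signals, 58.3% without the embryos with NTD, 16.7% without exposed embryo 3 without NTD, and 0% without control 1, where the single call was higher. At an unadjusted p under 0.05 in limma 1240 of 2351 were lower, a majority that was lost with median centring (1150 of 2314), without control 1 (526 of 1063) and without control 2 (601 of 1396). Ywhag, a 14-3-3 protein, was among the lower probe sets, with a fold of -2.73, while its other probe sets had log2 fold changes of 0.09 and 0.11, and Blvrb, an enzyme of heme breakdown in red blood cells, was among the higher, with 2.12-fold. Neither was called by limma (adjusted p = 0.109 and 0.0635). From the profiles of control and exposed embryos the paper takes a hypothesis to be supported, that of an effect of maternal diabetes on gene expression in exposed embryos. For the lower levels the paper proposes diminished or deregulated transcription as most likely, since many transcription factor genes were lower. It does not exclude altered mRNA stability, but finds a selective change of few transcripts hard to explain.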

**Table 1:** Genes affected by maternal diabetes classified by cellular function. see Additional file 1

Functional category	# of genes	% of total	Gene Symbol
Transcription factors	15	12	Bcl11a, Cited4, Creb1, Crsp2, Hif1a, Klf9, Lin28, Nsd1, Rb1cc1, Rnf14, Zfa, Zfp60, Zfp294, Zfp385, 2610020O08Rik
DNA-binding/chromatin	8	6	Atrx, Baz1b, Exod1, Hist1h2bc, Hmga1, Msl31, Setdb1, Top2b
Signal transduction	15	12	Ap1g1, Arid4b, Gad1, Grb10, Mapk10, Phip, Pik3c2a, Pkia, Ptp4a3, Ptprs, Rabgap1, Rp2h, Stam2, Ywhag, Zcsl3
Cell surface, incl. receptors	13	10	Agtr2, Aplp2, Cxadr, Efnb2, Epha3, Ghr, Gpr65, Il6st, Itgav, Pdgfra, Ptprk, Sema3a, Tgfbr1
Extracellular matrix/adhesion	9	7	Adam10, Ctse, Hs6st2, Ndst1, Ogt, Pcdh18, Pxn, Sel1h, Twsg1
Cytoskeleton/microtubules	10	8	Dcx, Dnm1l, Epb4.1l2, Gmfb, Kif11, Mtap2, Sncg, Tubb2b, Tubb2c, Vcl
RNA-binding	7	6	Arl5a, Dcp1a, Pabpc1, Rnpc2, Rod1, Sfrs2, Syncrip
Transporter/channels	9	7	Abcb7, Aqr, Cacna2d1, Mbtps1, Slc2a1, Slc16a3, Slc25a22, Stx17, Tm9sf3
Metabolism/enzymes	6	5	Aldh18a1, Blvrb, Gmpr, Pfkl, Tnks2, Upp1
Lipid metabolism	6	5	Etnk1, Hdlbp, Scd2, Sgpl1, Sptlc1, Stom
Metal-ion homeostasis	3	2	LOC669660, Mt2, Tfrc
Protein catabolism	9	7	Arih2, Nedd4, Supt16h, Usp7, Usp12, Eif3s10, Gopc, Lin7c, Vps35
Cell cycle/apoptosis	3	2	Api5, Birc4, Kras
Other	6	5	Dysf, Ivns1abp, Pelp1, Plekha5, Trim2, Trim44
Unknown	7	6	Heatr1, BC067396, 1300007C21Rik, 6330503C03Rik, 6330527O06Rik, 6330578E17Rik, LOC640370

total	126	100	

### Validation of microarray by quantitative real-time PCR

Changes in gene expression detected by microarray were validated by quantitative real time PCR (Q-RT-PCR) for selected genes with potential relevance to diabetes or embryonic development (Table 2). Embryo samples were from different pregnancies than those employed for the microarray studies, and only embryos were used that appeared morphologically normal. Of all genes assayed, 16 exhibited differential expression in the Q-RT-PCR assay, confirming the microarray results in independent embryo samples. 

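On the arrays, neuronal microtubule genes fell and a metallothionein rose in exposed embryos. Dcx, an X-linked microtubule protein of migrating neurons, fell from 702 ± 100.4 to 229.9 ± 32.5 (SD, n = 2 and 5), a log2 fold change of -1.61 (standard error 0.18, adjusted p = 0.0157), while its other probe sets had -0.77 and 0.02. Map2 (Mtap2 in the paper), a microtubule protein of dendrites, fell from 378 ± 26.4 to 125 ± 16.9, a log2 fold change of -1.60 (standard error 0.21, adjusted p = 0.0279), and its other probe set had -3.90. Mt2, a metal-binding protein, rose from 1276 ± 35.3 to 4405 ± 889.9, a log2 fold change of 1.77 (standard error 0.17, adjusted p = 0.0106). Api5, an inhibitor of apoptosis, fell from 488 ± 60.2 to 212 ± 30.9, a log2 fold change of -1.21 (standard error 0.19, adjusted p = 0.0364), while its other probe sets had -0.18 and -0.15. Of the 16 genes that differed in the same direction in the Q-RT-PCR assay, 15 were tested on the arrays, of which 1 rose and 4 fell. The other 10 had log2 fold changes of -3.10 to -1.03 and adjusted p-values of 0.0597 to 0.234. Il6st, the shared receptor subunit of the interleukin 6 family, lay below the filter on low signals, with 139.6 ± 0.0629 (SD, n = 2) in controls and 61.3 ± 31.0 (SD, n = 5) in exposed embryos, while its tested probe sets had log2 fold changes of -0.69 and -0.46. In all 16 genes the signals of the 5 exposed embryos lay on 1 side of both controls, but the study chose these genes on the same arrays. The calls of Dcx, Map2, Mt2 and Api5 ended on leaving out control 1 (adjusted p = 0.0967 to 0.365), control 2 (adjusted p = 0.123 to 0.251), exposed embryo 2 without NTD (Api5, adjusted p = 0.0678), exposed embryo 3 without NTD (Map2 and Api5, adjusted p = 0.0599 to 0.0743) and exposed embryo 2 with NTD (Api5, adjusted p = 0.0688).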

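Among the genes with another outcome in the Q-RT-PCR assay, Hmga1, Phip and Cited4 were called on the arrays. The others were not called by their listed probe sets. Hmga1, an architectural chromatin protein, rose from 2893 ± 103 to 6148 ± 949.9 (SD, n = 2 and 5), a log2 fold change of 1.07 (standard error 0.14, adjusted p = 0.0279). Phip, a protein that binds the insulin receptor substrate, fell from 344 ± 63.5 to 124 ± 22.3, a log2 fold change of -1.47 (standard error 0.24, adjusted p = 0.0456), while its other probe sets had -1.58, -0.42 and 0.01. Cited4, a transcriptional coactivator, rose from 224 ± 1.61 to 473 ± 59.8, a log2 fold change of 1.07 (standard error 0.16, adjusted p = 0.0329). The glucose transporter Slc2a1 had 1187 ± 37.1 (SD, n = 2) in controls and 2556 ± 579 (SD, n = 5) in exposed embryos, a log2 fold change of 1.08 (standard error 0.18, adjusted p = 0.0538), with 0.60 and 1.03 for its other probe sets, Ogt 1.30 (0.24, adjusted p = 0.0619), Lin28a (Lin28 in the paper) 0.99 (0.18, adjusted p = 0.0619), Ptbp3 (Rod1 in the paper) -1.23 (0.35, 0.142) and Sema3a -1.05 (0.20, 0.0619). The other probe sets of Ogt had -0.61, -0.49, -0.48 and 0.00. Another probe set of Lin28a had 0.68, of Ptbp3 0.35 and of Sema3a -0.07. The listed probe set of Creb1, a cAMP-responsive transcription factor, lay below the filter on low signals, with 71.5 ± 2.84 (SD, n = 2) in controls and 21.5 ± 8.85 (SD, n = 5) in exposed embryos, while its tested probe set had 267 ± 11.8 (SD, n = 2) in controls and 157 ± 43.4 (SD, n = 5) in exposed embryos, a log2 fold change of -0.82 (standard error 0.30, adjusted p = 0.219). Tfrc, the transferrin receptor, had 220.3 ± 10.6 (SD, n = 2) in controls and 100.0 ± 27.5 (SD, n = 5) in exposed embryos, a log2 fold change of -1.18 (standard error 0.30, adjusted p = 0.109), and its other probe sets had -0.85 and 0.36. The calls of Hmga1, Phip and Cited4 ended on leaving out control 1 (adjusted p = 0.227 to 0.237), control 2 (adjusted p = 0.230 to 0.380), exposed embryo 2 without NTD (Phip, adjusted p = 0.0678), exposed embryo 3 without NTD (Phip and Cited4, adjusted p = 0.0715 to 0.0799) and exposed embryo 2 with NTD (Phip and Cited4, adjusted p = 0.0688).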

Three genes exhibited no differences, and seven genes were differentially expressed in both assays (P < 0.05); however, the change occurred in opposite directions. The discrepancies were traced back to (i) annotation problems: Hmga1, Lin28, Phip, (ii) different length of 3'UTR sequences where location of the microarray probe would not query all transcripts arising from the respective genes: Sema3a, Rod1, Slc2a1, or (iii) alternative splicing: Ogt, Tfrc [26], Creb1 [27]. The Q-RT-PCR assays were designed to specifically amplify a region of the transcript different from that covered by the microarray probe in order to obtain an independent measurement. For the majority of genes we tested, the independent assay confirms the initial finding that expression levels are altered in embryos exposed to maternal diabetes.

**Table 2:** Validation of microarray results by quantitative RT-PCR.

	**Microarray**		**qRT-PCR**	
Gene Symbol	Fold change	t-test (p-value)	Fold change	t-test (p-value)
Adam10*	-2.37	0.0024	-1.56	0.035
Api5*	-2.30	0.0004	-1.33	0.007
Atrx	-2.15	0.0016	-1.33	0.046
Baz1b*	-2.38	0.0012	-1.58	0.017
Cxadr*	-2.00	0.0034	-1.38	0.0002
Dcx*	-3.05	0.0001	-2.20	<0.0001
Efnb2*	-2.04	0.0437	-1.72	0.010
Hif1a	-2.52	0.0041	-1.49	0.011
Il6st	-2.28	0.0198	-1.77	0.039
Mt2	3.45	0.0053	2.16	0.027
Mtap2	-3.02	0.0000	-1.98	0.0002
Pcdh18*	-5.77	0.0017	-1.35	<0.0001
Pdgfra1	-2.01	0.0100	-1.42	0.018
Tgfβ r1	-3.26	0.0002	-1.89	0.010
Twsg1	-4.91	0.0002	-1.89	0.005
Vcl	-2.37	0.0020	-2.03	0.002
				
Hmga1	2.13	0.0060	-2.14	<0.0001
Lin28*	2.00	0.0182	-1.30	0.032
Ogt	2.52	0.0310	-1.51	0.019
Slc2a1	2.15	0.0252	-1.68	0.012
Phip	-2.76	0.0006	1.49	0.011
Rod1*	-2.32	0.0004	1.20	0.041
Sema3a	-2.05	0.0003	1.74	0.024
				
Creb1	-3.33	0.0007	1.05	ns
Cited4*	2.11	0.0026	-1.10	ns
Tfrc*	-2.20	0.0023	1.11	ns

For each gene, the amplification rate was calculated from the linear range of the reaction, and diabetes-exposed embryos (n = 9 from 4 litters) were compared to 4 pools (4 litters) of mRNA from control embryos. In reactions for genes marked with *, the control group consisted of mRNA from individual embryos (n = 6 from 4 litters). All embryos were isolated at E10.5 and were morphologically normal. Negative values for "fold-change" indicate reduction of expression.

We cannot formally exclude altered mRNA stability as a factor causing the observed changes in mRNA levels, but it would be difficult to explain how the stability of relatively few transcripts could be altered in a selective fashion. 

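Some transcription factor genes rose, and others, listed in Table 1, had lower mean signals in exposed embryos but were not called. Sall4, a zinc finger factor of embryonic stem cells and limbs, rose from 446 ± 13.0 to 1027 ± 99.6 (SD, n = 2 and 5), a log2 fold change of 1.20 (standard error 0.14, adjusted p = 0.0159), and its other probe set had 0.61. Zfp385a rose from 310.4 ± 9.54 to 656 ± 85.1, a log2 fold change of 1.07 (standard error 0.15, adjusted p = 0.0329). Rnf14, a coactivator of the androgen receptor, had 259 ± 3.43 (SD, n = 2) in controls and 74.3 ± 31.7 (SD, n = 5) in exposed embryos, a log2 fold change of -1.90 (standard error 0.41, adjusted p = 0.0807), while its other probe sets had -0.92, -0.09 and -0.08. Bcl11a, a repressor in blood cells and neurons, had a log2 fold change of -1.29 (standard error 0.32, adjusted p = 0.109), and its other probe set had -0.92. Of the transcription factors in Table 1, which the study chose on these samples and which are therefore no independent evidence, 12 members were tested, of which 2 rose and 0 fell (3 higher and 7 lower when adjusted over the list alone). The members that rose were Zfp385a and Cited4, of which Cited4 did not differ in the paper's Q-RT-PCR assay. The list was not called as lower (camera adjusted p = 0.0545, 0.0103 to 0.209 over the alternatives, of which 10 gave a call, adjusted p = 0.428 with an estimated correlation and adjusted p = 0.204 by fry). The calls of Sall4 and Zfp385a ended on leaving out control 1 (adjusted p = 0.189 to 0.237), control 2 (adjusted p = 0.166 to 0.251), exposed embryo 3 without NTD (Zfp385a, adjusted p = 0.0632) and exposed embryo 2 with NTD (Zfp385a, adjusted p = 0.0688).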

Rather, we find that many transcription factor genes are down-regulated in their expression in diabetes-exposed embryos, and this trend is also reflected in the group of genes with 1.5- to 2-fold differences in expression; most likely therefore, the observed lower levels of gene expression are due to diminished or deregulated transcription.

### Molecular classification of genes altered in response to maternal diabetes

The biological roles of many products encoded by the 126 diabetes-affected genes are known (Table 1 and Figure 2, Panel A). Most intriguingly, the largest functional category is comprised by transcription factors (15/126) and DNA-binding molecules known to affect transcriptional regulation (8/126), with both categories together comprising 18% of the identified genes. Thus, relative to the 7% of genes in the mouse genome that encode transcription factors [28], we found transcription regulatory genes highly overrepresented among our diabetes-affected genes. This is also reflected in enrichment of this category in DAVID annotation . 

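Most genes of chromatin proteins listed in Table 1 had lower mean signals in exposed embryos, while Hmga1 rose, with a log2 fold change of 1.07 (standard error 0.14, adjusted p = 0.0279). The paper's Q-RT-PCR assay gave the opposite direction for Hmga1. Hist1h2bc, whose probe set the annotation assigns to several histone genes, fell, with a log2 fold change of -1.16 (standard error 0.18, adjusted p = 0.0375). The others named here were not called. Atrx, a chromatin remodeller on the X chromosome, had 302 ± 33.7 (SD, n = 2) in controls and 140.3 ± 30.4 (SD, n = 5) in exposed embryos, a log2 fold change of -1.13 (standard error 0.24, adjusted p = 0.0800), and its other probe sets had -1.12, -0.84, -0.69 and -0.09. Baz1b, of another remodelling complex, had a log2 fold change of -1.28 (standard error 0.29, adjusted p = 0.0900), with -0.84 and -0.05 for its other probe sets. Setdb1, a histone H3 methyltransferase, had a log2 fold change of -1.30 (standard error 0.33, adjusted p = 0.109), with -0.01 for the other probe set. Among the DNA-binding and chromatin genes of Table 1, chosen by the study on these samples and therefore no independent evidence, 6 members were tested, of which 0 rose and 0 fell (0 higher and 5 lower when adjusted over the list alone) by limma (5 lower at an unadjusted p under 0.05, and 5 lower by Cyber-T after Benjamini-Hochberg adjustment). As a set they were lower (camera adjusted p = 1.03e-06, adjusted p = 0.0971 with an estimated correlation and adjusted p = 0.0211 by fry). These counts leave out Hmga1 and Hist1h2bc, whose probe sets have no symbol or several in the annotation. With both included, a choice made after the values were seen, 8 members were tested, of which 1 rose and 1 fell, and the set was lower (camera adjusted p = 3.43e-05, and adjusted p = 0.125 with an estimated correlation). In a wider list of chromatin regulators, which was not chosen on these samples, 52 members were tested, of which 0 rose and 0 fell (3 higher and 6 lower when adjusted over the list alone), with 7 higher and 9 lower at an unadjusted p under 0.05 and 3 and 6 by Cyber-T after adjustment. The list was not called (camera adjusted p = 0.371, adjusted p = 0.565 with an estimated correlation and adjusted p = 0.282 by fry), nor was it with Hmga1 included (camera adjusted p = 0.636). Chd7, a remodeller of neural crest cells, had a log2 fold change of 0.80 (standard error 0.16, adjusted p = 0.0698). The calls of Hmga1 and Hist1h2bc ended on leaving out control 1 (adjusted p = 0.227), control 2 (adjusted p = 0.230 to 0.346), exposed embryo 1 without NTD (Hist1h2bc, adjusted p = 0.0516), exposed embryo 2 without NTD (Hist1h2bc, adjusted p = 0.0523), exposed embryo 3 without NTD (Hist1h2bc, adjusted p = 0.0789) and exposed embryo 2 with NTD (Hist1h2bc, adjusted p = 0.0688).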

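Receptor and signalling genes of Table 1 had mostly lower mean signals in exposed embryos (10 of 11 cell surface and 11 of 13 signal transduction genes), but few were called. Ptp4a3, a phosphatase of blood vessels, rose from 309 ± 46.9 to 679 ± 112 (SD, n = 2 and 5), a log2 fold change of 1.13 (standard error 0.18, adjusted p = 0.0440). Grb10, an adaptor of the insulin receptor, had 1887 ± 11.6 (SD, n = 2) in controls and 694 ± 364 (SD, n = 5) in exposed embryos, a log2 fold change of -1.57 (standard error 0.34, adjusted p = 0.0839), and its other probe sets had -1.21 and 0.11. Itgav, an integrin subunit, had a log2 fold change of -1.91 (standard error 0.61, adjusted p = 0.176), and its other probe set had 0.20. Epha3, an ephrin receptor, lay below the filter on low signals, with 113 ± 8.99 (SD, n = 2) in controls and 44.0 ± 19.5 (SD, n = 5) in exposed embryos, and its other probe sets had -0.92 and -0.72. Among the cell surface genes, 11 members were tested, of which 0 rose and 1 fell (0 higher and 10 lower when adjusted over the list alone), and as a set they were lower (camera adjusted p = 2.56e-11, adjusted p = 0.0941 with an estimated correlation and adjusted p = 0.0101 by fry). Tgfbr1 was the member that fell. Among the signal transduction genes, 13 members were tested, of which 1 rose and 2 fell (1 higher and 7 lower when adjusted over the list alone), and as a set they were lower (camera adjusted p = 1.25e-06, adjusted p = 0.0941 with an estimated correlation and adjusted p = 0.0101 by fry). Ap1g1 and Phip fell and Ptp4a3 rose, while Phip was higher with exposure in the paper's Q-RT-PCR assay. The study chose both lists on these samples, so that they are not independent evidence of a direction. The call of Ptp4a3 ended on leaving out control 1 (adjusted p = 0.221), control 2 (adjusted p = 0.365), exposed embryo 1 without NTD (adjusted p = 0.0555), exposed embryo 3 without NTD (adjusted p = 0.0853) and exposed embryo 2 with NTD (adjusted p = 0.0699).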

A combined 22% of the genes encode cell surface receptors (10%) and signal transduction molecules (12%) that ultimately converge on transcription. The transcription factor Pax3, which was previously identified as affected by maternal diabetes [4] was not represented on the microarray, but was changed as expected when assayed by Q-RT-PCR [25]. These results indicate that transcription factors and signaling molecules are prominent targets for perturbation by maternal diabetes, and that altered transcriptional regulation plays a major role in the response of embryos to intrauterine exposure to diabetic conditions.

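The array carries a pair of probe sets that its annotation assigns to Pax3, a paired box gene of the dorsal neural tube. The brighter one had 461 ± 14.4 (SD, n = 2) in controls and 458 ± 105 (SD, n = 5) in exposed embryos, a log2 fold change of -0.04 (standard error 0.21, adjusted p = 0.948). The dimmer one had 253 ± 38.8 (SD, n = 2) in controls and 311 ± 64.1 (SD, n = 5) in exposed embryos, a log2 fold change of 0.28 (standard error 0.21, adjusted p = 0.534). Neither was called.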

**Figure 2:**
**Expression of Hif1α during mouse embryogenesis**. Quantitative RT-PCR for Hif1α at various stages of development normalized to expression levels of Pole4. n = number of individual embryos tested.

### Transcription regulation

If maternal diabetes deregulates cohorts of genes in the developing embryo through shared pathways of transcriptional regulation, one would expect (i) occurrence of common transcription factor binding sites (TFBS) in regulatory regions associated with multiple genes, and (ii) overrepresentation of such TFBS relative to other genes in the genome. We therefore analyzed the promoter sequences (5kb upstream of the transcription start) of our diabetes-affected genes for the presence of TFBS. As expected for genes with mostly broad expression patterns [29], we found a diverse set of conserved motifs in the upstream regions of these genes (see Additional file 2). Intriguingly, there was prominent over-representation of binding sites for the transcription factors FOXO1 and FOXO4 (-Log(p) = 12.416 and -Log(p) = 10.544, respectively), which are known to be involved in the response to oxidative stress, and for HIF1 (-Log(p) = 10.219), which is involved in the response to hypoxia. Out of 109 genes for which results were returned, FOXO1 and FOXO4 sites were enriched in 68% of the genes. NRF2 motifs were found in 76 promoters, further supporting the notion that oxidative stress may be involved in the response of diabetes-exposed embryos. HIF1 motifs were enriched in promoter regions of 22 genes (20.2%). These TFBS occur in combinations with sites for other transcription factors with a known role in responses to hypoxia, such as ATF4, E2F1 and E2F4, EGR1, ETS1, IRF1, NfkappaB, SOX9, SP3, and XBP1 (see Additional file 2 for references). Given the proposed role of oxidative stress and hypoxia in the pathogenesis of diabetic embryopathy [5,6,14,17,18,30], it is striking that 97% of the genes affected by maternal diabetes carry in their upstream regions potential binding sites for transcription factors that are involved in responses to oxidative stress and hypoxia.

Both conditions have been reported to be associated with diabetic pregnancy [14,31], and would predict activation of hypoxia-regulated pathways in the embryonic response to diabetic conditions. Paradoxically, the expression of Hif1α, a key regulator of embryonic responses to hypoxia [32], was reduced in our diabetes-exposed embryos at E10.5. 

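Hif1a, the regulated subunit of the hypoxia-inducible factor, has 4 tested probe sets, which gave different values. The listed one had 362 ± 72.9 (SD, n = 2) in controls and 144 ± 45.4 (SD, n = 5) in exposed embryos, a log2 fold change of -1.37 (standard error 0.30, adjusted p = 0.0807). All 5 exposed embryos lay below both controls, but the probe set was not called. The other probe sets differed less. They had log2 fold changes of -0.37 (adjusted p = 0.205), -0.34 (adjusted p = 0.504) and 0.17 (adjusted p = 0.831). The paper's Q-RT-PCR assay, in embryos of other pregnancies, also gave lower Hif1a with exposure.

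**Figure D1:**
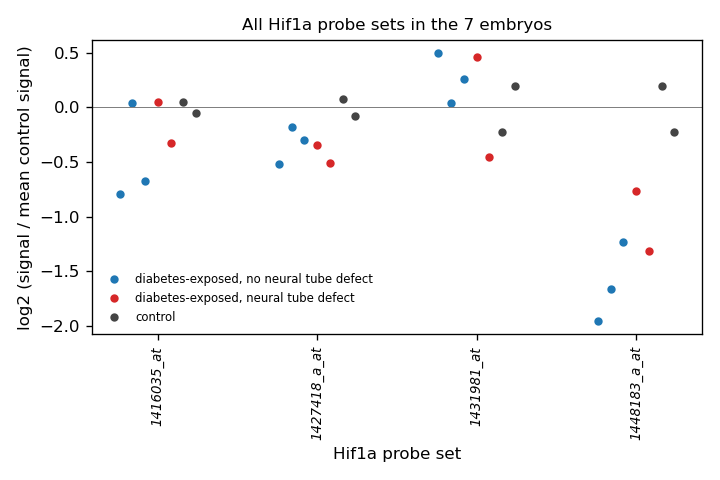
The plot gives, for each Hif1a probe set on the x axis, the log2 ratio of each embryo's signal to the mean control signal, with 1 point per embryo coloured by group and the line at 0 marking the control mean. For the rightmost, which is the listed one, the points of all 5 exposed embryos lie below both controls.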

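HIF1 targets with higher mean signals in exposed embryos included genes of blood vessel growth and cell cycle arrest. Vegfb, a vascular growth factor, had 324 ± 81.9 (SD, n = 2) in controls and 607 ± 85.2 (SD, n = 5) in exposed embryos, a 1.87-fold ratio (limma adjusted p = 0.0644). Cdkn1a, an inhibitor of the cell cycle, had a ratio of 1.66-fold (adjusted p = 0.0800). Of the 22 targets in Additional file 3, 21 were matched by symbol, of which 19 had a higher mean in exposed embryos and 2, Ets1 and Tfrc, a lower mean. Of these targets, 19 differed by more than 1.5-fold and passed either of the methods' t-tests, and 17 passed both, 16 of them higher. limma called 1 of them, Pfkl. Adjusted over the list alone, 18 were higher and 1 lower, but the study chose the list on these samples, so that it is not independent evidence. In 17 of the 21 all 5 exposed embryos lay above both controls and in 1 below, against 3601 on either side among the 14554 tested probe sets, where chance gives 9.5%. The mean log2 difference of the targets from the control mean was 1.08 in exposed embryo 1 without NTD, which also had the high yolk sac transcripts, and 0.39 to 0.64 in the other 4, and 18 of the targets were highest in that embryo.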

In a post-hoc analysis of our microarray data with specific focus on HIF1 target genes [33], 22 HIF1 targets showed altered expression (fold-change >1.5) and passed one of the t-tests; 9 genes passed both statistical filters (details, see Additional file 3). 

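Genes of glycolysis and of the response to hypoxia had higher mean signals in exposed embryos. Pfkl, a phosphofructokinase of glycolysis, rose from 1961 ± 194 to 3956 ± 557 (SD, n = 2 and 5), a log2 fold change of 1.00 (standard error 0.15, adjusted p = 0.0329), and its other probe set had 0.68. A probe set of the glucose transporter Slc2a1 that is not in Additional file 1 rose from 1007 ± 114 to 2061 ± 215, a log2 fold change of 1.03 (standard error 0.14, adjusted p = 0.0279), and its other probe sets had 0.60 and 1.08. By Q-RT-PCR in other embryos the paper found Slc2a1 lower with exposure. Bnip3, a mitochondrial protein induced by hypoxia, had 1031 ± 77.4 (SD, n = 2) in controls and 2913 ± 1335 (SD, n = 5) in exposed embryos, a log2 fold change of 1.39 (standard error 0.32, adjusted p = 0.0974). Slc2a3, another glucose transporter, had a log2 fold change of 0.97 (standard error 0.29, adjusted p = 0.152), with -0.21, 0.08 and 1.27 for its other probe sets. Vegfa, a vascular growth factor, had a log2 fold change of 0.78 (standard error 0.26, adjusted p = 0.186), with 0.31 for the other probe set. In a list of the hypoxia response, which was not chosen on these samples, 29 members were tested, of which 0 rose and 0 fell (18 higher and 0 lower when adjusted over the list alone) by limma (with 18 higher at an unadjusted p under 0.05 and 14 higher by Cyber-T after Benjamini-Hochberg adjustment). The set was higher by camera, but not by fry or with an estimated correlation (camera adjusted p = 1.84e-10, adjusted p = 0.341 with an estimated correlation and adjusted p = 0.0889 by fry). Of the list of glycolysis, 13 members were tested, of which 1 rose and 0 fell (8 higher and 0 lower when adjusted over the list alone), and the same held for this set (camera adjusted p = 1.56e-07, adjusted p = 0.248 with an estimated correlation and adjusted p = 0.0529 by fry). The mean log2 difference of the hypoxia genes from the control mean was 1.05 in exposed embryo 1 without NTD, which also had the high yolk sac transcripts, and 0.28 to 0.57 in the other 4 exposed embryos. That of the glycolysis genes was 0.86 and 0.29 to 0.56, and 11 of the 13 were highest in that embryo. Without that embryo camera still called both sets as higher (adjusted p = 2.25e-10 for hypoxia and 8.54e-08 for glycolysis). Fry then called both as higher too (adjusted p = 0.0306 and 0.0259), but camera with an estimated correlation did not (adjusted p = 0.205 and 0.161). Fry and the estimated correlation were run without that embryo after the values were seen. The calls of Pfkl and Slc2a1 ended on leaving out control 1 (adjusted p = 0.183 to 0.215), control 2 (adjusted p = 0.251 to 0.341), exposed embryo 3 without NTD (Pfkl, adjusted p = 0.0715) and exposed embryo 2 with NTD (adjusted p = 0.0630 to 0.0688).

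**Figure D2:**
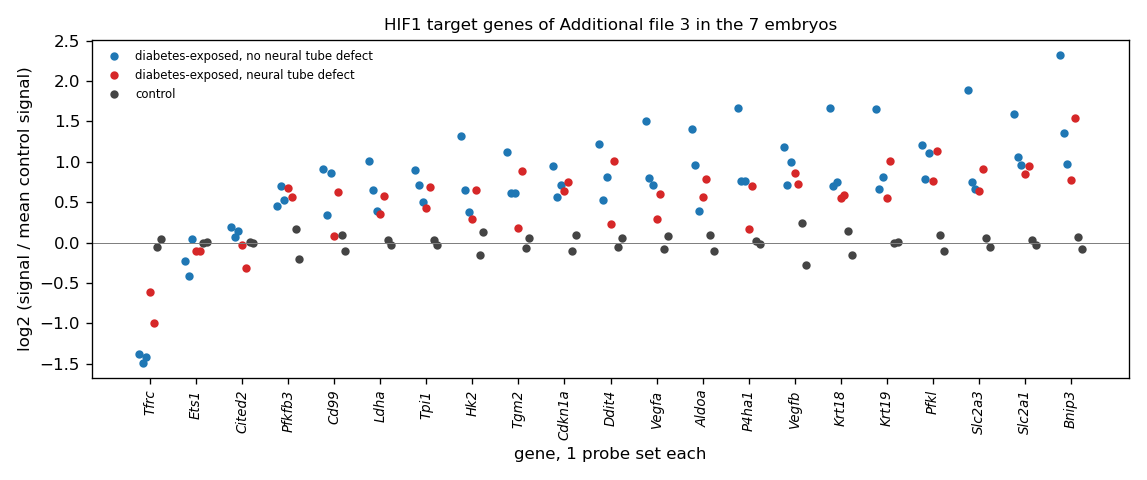
The plot gives, for the 21 HIF1 targets of Additional file 3 on the x axis in order of their fold, the log2 ratio of each embryo's signal to the mean control signal, with 1 point per embryo coloured by group and the line at 0 marking the control mean. In 17 of the genes all 5 exposed embryos lie above both controls.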

Twenty HIF1-regulated genes exhibited increased expression in diabetes-exposed embryos, possibly reflecting an embryonic response to increased hypoxia. Further support for this idea comes from Hif1α message levels that are increased in diabetes-exposed embryos at E8.5 and E9.5 (Figure 3), and this increased Hif1α expression could be responsible for the increased expression of HIF target genes at E10.5. Together, these results implicate oxidative stress and hypoxia pathways in deregulated gene expression in diabetes-exposed embryos and identify the molecular targets of these pathways.

**Figure 3:**
**Classification of diabetes-affected genes by molecular function and function in vivo**. Panel A depicts the representation of molecular classes of encoded products for the diabetes-affected genes identified in Experiment I. Panel B depicts the representation of molecular classes for the diabetes-affected genes identified in Experiment II. Genes encoding products with unknown function were omitted. Panel C depicts in vivo phenotypes based upon MGI annotation for genes identified in Experiment I; Panel D depicts in vivo phenotypes for genes in Experiment II. Only knockout phenotypes (null and conditional) were included.

### Functional roles of genes deregulated by maternal diabetes

Our identification of genes whose expression is affected by exposure to maternal diabetes suggests that those genes could be involved in the developmental defects in diabetic pregnancies. This notion is supported by qualitative expression information (MGI) for 69 of these genes, with 62 detected in the embryonic CNS, and 35 in the embryonic cardiovascular system. With both CNS and heart frequently being affected in diabetic embryopathy, genes with abnormal expression in these tissues might contribute to pathogenesis of birth defects.

Functional data also support this hypothesis: most remarkably, about one fourth of the diabetes-affected genes are known genes for which a functional role in embryonic development was established experimentally: in knockout mutant mice, 35 of the genes we identified have been shown, by genetics, to be required for mouse embryonic development (Table 3 and Figure 3, Panel C; references are given in Supplementary Table 4). This implies that these genes, under conditions of maternal diabetes but in the absence of genetic alterations, are subject to gene-environment interactions and respond to the intra-uterine environment of a diabetic pregnancy. 

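Most genes that are required for embryonic development according to Table 3 had lower mean signals in exposed embryos. Nedd4, a ubiquitin ligase, had 4272 ± 306 (SD, n = 2) in controls and 2113 ± 518 (SD, n = 5) in exposed embryos, a log2 fold change of -1.05 (standard error 0.21, adjusted p = 0.0698), and its other probe sets had -0.50 and -0.07. Nsd1, a histone methyltransferase, had a log2 fold change of -1.42 (standard error 0.39, adjusted p = 0.133). Scd2, a fatty acid desaturase, had a log2 fold change of -1.55 (standard error 0.37, adjusted p = 0.102), with -0.62 and 0.03 for its other probe sets. Of this list, 30 members were tested, of which 0 rose and 3 fell (3 higher and 26 lower when adjusted over the list alone), and as a set it was lower (camera adjusted p = 9.55e-20, adjusted p = 0.0941 with an estimated correlation and adjusted p = 0.0129 by fry). Dcx, Tgfbr1 and Ap1g1 were the members that fell. The study chose these genes on these samples, so that their direction is not independent evidence.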

Deficiencies in 15 of our genes (Agtr2, Cxadr, Dysf, Hif1a, Il6st, Itgav, Pdgfra, Pxn, Sema3a, Tgfbr1, Vcl, Adam10, Epha3, Efnb2, and Sfrs2) have been shown to cause cardiovascular defects or disease in mouse models. 

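Genes with cardiovascular roles in Table 3 had mostly lower mean signals in exposed embryos (12 of 14 tested), of which Tgfbr1 was called. Cxadr, an adhesion receptor of heart muscle, had 316 ± 4.78 (SD, n = 2) in controls and 158 ± 40.5 (SD, n = 5) in exposed embryos, a log2 fold change of -1.04 (standard error 0.24, adjusted p = 0.0979), and its other probe sets had -0.72 and -0.34. Efnb2, an ephrin of arteries, had a log2 fold change of -1.17 (standard error 0.44, adjusted p = 0.234), with -2.59, -0.43 and 0.19 for its other probe sets. Pxn, an adaptor at focal adhesions, had a log2 fold change of -1.13 (standard error 0.33, adjusted p = 0.149), with 0.03 and 0.27 for the others. Srsf2 (Sfrs2 in the paper), a splicing factor, had a log2 fold change of 1.95 (standard error 0.33, adjusted p = 0.0538), with -0.44, -0.29 and -0.23 for the others. Of the cardiovascular list, chosen by the study on these samples and so no independent evidence, 14 members were tested, of which 0 rose and 1 fell (1 higher and 12 lower when adjusted over the list alone), with Tgfbr1 as the member that fell, and as a set it was lower (camera adjusted p = 7.75e-11, adjusted p = 0.0941 with an estimated correlation and adjusted p = 0.0132 by fry). In a list of heart muscle genes not chosen on these samples, 25 members were tested, of which 0 rose and 0 fell by limma (0 higher and 0 lower when adjusted over the list alone). At an unadjusted p under 0.05 in limma 2 were higher and 1 lower, and by Cyber-T after adjustment 1 and 0. The list was not called by camera (camera adjusted p = 0.354, adjusted p = 0.452 with an estimated correlation), while fry called it (adjusted p = 0.0365). Of its log2 fold changes 18 were above 0 and 7 below it.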

In humans, the risk for congenital heart disease is 2.8 times higher in infants born to diabetic mothers compared to the offspring of non-diabetic mothers [2] with higher odds ratios for specific malformations [34,35]. In light of this, it is possible that down-regulation by maternal diabetes of one or more of the genes we discovered could contribute to abnormalities of the heart [36].

**Table 3:** In vivo function of genes affected in diabetes exposed embryos.

Function	#	GeneSymbol
metabolic/growth defect	15	Ap1g1, Aplp2, Ghr, Grb10, Hmga1, Mapk10, Mbtps1, Mtap2, Nedd4, Ptprs, Scd2, Tnks2, Top2b, Upp1, Zfp385

diabetes	2	Ghr, Hmga1

embryonic	35	Abcb7, Adam10, Agtr2, Ap1g1, Aplp2, Bcl11a, Creb1, Cxadr, Dcx, Efnb2, Epha3, Gad1, Grb10, Hif1a, Il6st, Itgav, Kras, Mbtps1, Ndst1, Nedd4, Nsd1, Ogt, Pdgfra, Ptprs, Pxn, Scd2, Sema3a, Setdb1, Sfrs2, Slc2a1/Glut1AS^a^,, Tfrc, Tgfbr1, Top2b, Twsg1, Vcl

cardiovascular	15	Adam10, Agtr2, Cxadr, Dysf, Efnb2, Epha3, Hif1a, Il6st, Itgav, Pdgfra, Pxn, Sema3a, Sfrs2, Tgfbr1, Vcl

neural tube defects	7	Adam 10, Hif1a, Pdgfra, Tfrc, Tgfbr, Twsg1, Vcl

Information was obtained from GO annotations and hand curated with input from MGI and PubMed sources. All results are from knockout models, except for: ^a^) Glut 1 antisense transgenic mice. References are provided in Additional file 4.

**Table 4:** Wnt-pathway genes affected by maternal diabetes.

	Control		Exp. II					
	Mean	(+/-SD)	Mean	(+/-SD)	p-value	fold-change	Gene Symbol	Gene Title
1450007_at	602	(± 141)	76	(± 23)	0.0031	-7.93	1500003O03Rik	similar to EF-hand Ca2+ binding protein p22
1450056_at	423	(± 43)	103	(± 42)	0.0008	-4.12	Apc	adenomatosis polyposis coli
1455231_s_at	326	(± 71)	97	(± 3)	0.0052	-3.36	Apc2	adenomatosis polyposis coli 2
1426966_at	1257	(± 52)	530	(± 52)	6.6^-5^	-2.37	Axin1	axin 1
1444031_at	17	(± 5)	47	(± 6)	0.0028	2.80	Camk2d	calcium/calmodulin-dependent protein kinase II, delta
1417176_at	3354	(± 833)	1102	(± 385)	0.0132	-3.04	Csnk1e	casein kinase 1, epsilon
1422887_a_at	3473	(± 351)	1625	(± 222)	0.0015	-2.14	Ctbp2	C-terminal binding protein 2
1430533_a_at	3643	(± 841)	333	(± 352)	0.0033	-10.95	Ctnnb1	beta-catenin
1458662_at	167	(± 35)	75	(± 18)	0.0152	-2.23	Daam1	dishevelled associated activator of morphogenesis 1
1450978_at	965	(± 42)	430	(± 40)	9.0^-5^	-2.24	Dvl1	dishevelled homolog 1
1417207_at	993	(± 91)	327	(± 46)	0.0004	-3.04	Dvl2	dishevelled homolog 2
1455220_at	181	(± 12)	76	(± 12)	0.0004	-2.39	Frat2	frequently rearranged in advanced T-cell lymphomas 2
1437284_at	2115	(± 66)	965	(± 32)	1.1^-5^	-2.19	Fzd1	frizzled homolog 1
1418532_at	1720	(± 389)	551	(± 193)	0.0096	-3.12	Fzd2	frizzled homolog 2
1450044_at	2329	(± 163)	884	(± 174)	0.0005	-2.63	Fzd7	frizzled homolog 7
1423348_at	419	(± 33)	188	(± 35)	0.0011	-2.23	Fzd8	frizzled homolog 8
1427529_at	136	(± 24)	57	(± 21)	0.0125	-2.40	Fzd9	frizzled homolog 9
1455689_at	485	(± 124)	204	(± 22)	0.0182	-2.37	Fzd10	frizzled homolog 10
1451020_at	434	(± 144)	156	(± 28)	0.0303	-2.79	Gsk3b	glycogen synthase kinase 3 beta
1417409_at	1585	(± 117)	664	(± 114)	0.0006	-2.39	Jun	Jun oncogene
1425795_a_at	1069	(± 122)	423	(± 92)	0.0018	-2.53	Map3k7	mitogen activated protein kinase kinase kinase 7
1452497_a_at	192	(± 85)	39	(± 4)	0.0353	-4.97	Nfatc3	nuclear factor of activated T-cells, calcineurin-dependent 3
1423379_at	497	(± 87)	81	(± 9)	0.0012	-6.17	Nfatc4	nuclear factor of activated T-cells, calcineurin-dependent 4
1419466_at	353	(± 31)	166	(± 5)	0.0005	-2.13	Nkd2	naked cuticle homolog 2
1448661_at	385	(± 42)	189	(± 47)	0.0057	-2.04	Plcb3	phospholipase C, beta 3
1439797_at	306	(± 67)	100	(± 27)	0.0078	-3.05	Ppard	peroxisome proliferator activator receptor delta
1426401_at	1094	(± 85)	525	(± 41)	0.0005	-2.08	Ppp3ca	protein phosphatase 3, catalytic subunit, alpha isoform
1427468_at	1103	(± 170)	207	(± 169)	0.0029	-5.32	Ppp3cb	protein phosphatase 3, catalytic subunit, beta isoform
1450368_a_at	186	(± 53)	83	(± 16)	0.0321	-2.23	Ppp3r1	protein phosphatase 3, regulatory subunit B, alpha isoform (calcineurin B, type I)
1452878_at	366	(± 35)	172	(± 32)	0.0021	-2.13	Prkce	protein kinase C, epsilon
1448695_at	242	(± 84)	70	(± 28)	0.0284	-3.44	Prkci	protein kinase C, iota
1424287_at	190	(± 55)	34	(± 12)	0.0084	-5.53	Prkx	protein kinase, X-linked
1451358_a_at	2310	(± 218)	1154	(± 250)	0.0038	-2.00	Racgap1	Rac GTPase-activating protein 1
1416577_a_at	5908	(± 412)	11936	(± 1884)	0.0056	2.02	Rbx1	ring-box 1
1423444_at	1347	(± 351)	657	(± 105)	0.0311	-2.05	Rock1	Rho-associated coiled-coil containing protein kinase 1
1425465_a_at	611	(± 128)	194	(± 73)	0.0080	-3.15	Senp2	SUMO/sentrin specific peptidase 2
1416594_at	722	(± 105)	300	(± 44)	0.0030	-2.41	Sfrp1	secreted frizzled-related protein 1
1422485_at	2828	(± 354)	1189	(± 425)	0.0068	-2.38	Smad4	MAD homolog 4
1434644_at	780	(± 274)	29	(± 15)	0.0090	-27.22	Tbl1x	transducin (beta)-like 1 X-linked
1429427_s_at	221	(± 5)	460	(± 97)	0.0132	2.08	Tcf7l2	transcription factor 7-like 2, T-cell specific, HMG-box
1455592_at	1336	(± 506)	306	(± 101)	0.0258	-4.37	Vangl2	vang-like 2 (van Gogh homolog)
1448818_at	212	(± 68)	82	(± 16)	0.0326	-2.60	Wnt5a	wingless-related MMTV integration site 5A
1420892_at	645	(± 120)	213	(± 15)	0.0035	-3.03	Wnt7b	wingless-related MMTV integration site 7B

Components of the Wnt pathway were identified according to KEGG and GenMAPP annotation. Affymetrix probe ID numbers are given for representative probe sets. Means of signal intensities and standard deviations were rounded the next full figure; p-values were rounded to the fourth digit after the period except where otherwise indicated; fold-change values were rounded to the second digit after the period. Negative fold-change values indicate reduced expression level in diabetes-exposed embryos.

Central nervous system malformations occur in about 5% of children born to diabetic mothers [35], which represents an up to 15-fold higher risk of over pregnancies unaffected by diabetes. Intriguingly, we found seven genes affected by maternal diabetes that previously have been associated with neural tube defects (NTD): Hif1a, Pdgfra, Twsg1, Adam10, Tgfbr1, Tfrc, and Vcl (for references, see Additional file 4). Thus, de-regulated expression of these genes in diabetes-exposed embryos might predispose embryos to neural tube defects. 

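Tgfbr1, a receptor of TGF-beta, fell from 437 ± 52.8 to 134 ± 31.6 (SD, n = 2 and 5), a log2 fold change of -1.73 (standard error 0.25, adjusted p = 0.0329), and its other probe sets had -1.90 and -0.16. Twsg1, a modulator of BMP signalling, had 254 ± 7.70 (SD, n = 2) in controls and 51.7 ± 26.8 (SD, n = 5) in exposed embryos, a log2 fold change of -2.43 (standard error 0.50, adjusted p = 0.0739), with -0.69 and -0.11 for the other probe sets. Adam10, a metalloprotease, had a log2 fold change of -1.27 (standard error 0.25, adjusted p = 0.0619), with -0.58 and -0.17 for the others. Pdgfra, a receptor of platelet-derived growth factor, had a log2 fold change of -1.03 (standard error 0.18, adjusted p = 0.0597), with -0.09 for the other probe set, and Vcl, vinculin of cell adhesions, a log2 fold change of -1.30 (standard error 0.30, adjusted p = 0.0974), with -0.17 for its other probe set. Of this list, 7 members were tested, of which 0 rose and 1 fell (0 higher and 7 lower when adjusted over the list alone), and as a set they were lower (camera adjusted p = 1.35e-11, adjusted p = 0.0941 with an estimated correlation and adjusted p = 0.0101 by fry). The study chose the list on these samples, so that it is not independent evidence. The call of Tgfbr1 ended on leaving out control 1 (adjusted p = 0.335), control 2 (adjusted p = 0.251), exposed embryo 3 without NTD (adjusted p = 0.0700) and exposed embryo 2 with NTD (adjusted p = 0.0688).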

We also analyzed our dataset from Experiment I for differences between the 5 embryos that were exposed to maternal diabetes, of which two exhibited defective closure of the neural tube. In this comparison, we identified only two genes (Etnk1, Gmfb) that passed the criteria filter of >1.5-fold change and both statistical significance tests. Both genes were detected in the initial diabetes-exposed versus normal comparison; we did not discover any genes that were uniquely altered in NTD embryos, implying that differences between NTD-affected and -unaffected individuals with regard to gene expression are mostly quantitative. 

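Both genes had higher mean signals in exposed embryos with NTD than in those without. Etnk1, an ethanolamine kinase of membrane lipid synthesis, had 53.9 ± 13.8 (SD, n = 3) without NTD and 133 ± 14.5 (SD, n = 2) with NTD, a log2 fold change of 1.33 (standard error 0.35, limma adjusted p = 0.999, unadjusted 0.00361), against a control mean of 215. Its other probe sets had 0.02 and 0.45. Gmfb, a protein of glia and the actin cytoskeleton, had 112 ± 21.0 (SD, n = 3) without NTD and 199.99 ± 27.4 (SD, n = 2) with NTD, a log2 fold change of 0.85 (standard error 0.23, limma adjusted p = 0.999, unadjusted 0.00507), against a control mean of 377. Its other probe sets had 0.05, 0.27 and 0.75. These probe sets are not the ones of Additional file 1 and were chosen after their values were seen. A test of 2 against 3 embryos cannot give an exact p below 0.1.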

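Differences between exposed embryos with and without NTD were not detectable by limma with all 7 arrays. Nkx2-6, a homeobox gene of the pharyngeal region, had 40.2 ± 8.26 (SD, n = 3) without NTD and 189.8 ± 43.9 (SD, n = 2) with NTD, a log2 fold change of 2.24 (standard error 0.38, limma adjusted p = 0.999, unadjusted 1.71e-04). Nsmce4a, of a DNA repair complex, had a log2 fold change of -1.43 (standard error 0.28, limma adjusted p = 0.999, unadjusted 4.50e-04), and its other probe set had -0.15. Macroh2a1, a histone variant, had a log2 fold change of -0.55 (standard error 0.12, limma adjusted p = 0.999, unadjusted 0.00127), and a probe set of Gnai2, a G protein subunit, a log2 fold change of -0.97 (standard error 0.20, limma adjusted p = 0.999, unadjusted 7.82e-04), with -0.08 for the other probe set. limma called 0 probe sets between the groups, with 440 at an unadjusted p under 0.05. The first of the methods' t-tests gave 349 unadjusted and 0 after Benjamini-Hochberg adjustment, and Cyber-T 686 and 1. Beyond 1.5-fold, 33 probe sets passed both tests unadjusted, 20 of them lower with NTD. On leaving out exposed embryo 1 with NTD limma called 2 probe sets, where the single embryo with NTD is assumed to vary as those of the other groups do.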

Our results are consistent with the hypothesis that diabetes of the mother alters expression of specific known heart-defect and neural-tube-defect genes, and that these genes may be responsible for the birth defects in diabetic pregnancies.

### Confirmation of major findings by a separate profiling experiment

Our intial survey employed embryo samples that came from two pregnant females: one STZ-treated diabetic and a control untreated dam. This presents the theoretical possibility that any differences between progeny of the two dams reflect differences between pregnancies in addition to diabetic state. Also, we used individual embryo samples, and this approach is likely to incur substantial variability in the data and thus understimation of molecular changes. To address both concerns, we conducted Experiment II, in which equal amounts of RNA was pooled from three embryos of same gestational age into one sample, with each embryo derived from a different dam; for the diabetic as well as the control condition, we prepared three such pools, respectively (Figure 1, Panel B). Taking advantage of technical advances, these samples were processed and hybridized to the Affymetrix Mouse 430 2.0 chip, which surveys 39000 transcripts. Using the same analysis criteria as before, we identified 2231 transcripts of which 276 (12.37%) showed increased levels of expression in the diabetes-exposed samples, and 1955 (87.63%) exhibited decreased expression compared to the controls (Figure 1, Panel D). Thus, we confirm the general trend in the results from Experiment I. Of the differentially expressed transcripts, 179 lacked identifying features, such as a name, RefSeq or ENSEMBLE IDs, or Unigene Mm. cluster number; they also lacked any annotation information. This left us with 2052 annotatable genes. Classification by molecular functions revealed a distribution of molecular properties (Figure 3, Panel B) highly similar to that in Experiment I (Figure 3, Panel A). Again, genes encoding transcription factor and DNA-binding regulatory molecules were significantly enriched, accounting for 16.3% of the deregulated genes; strong enrichment was confirmed by DAVID annotation. Annotation for function in vivo identified 1836 gene entries in MGI; for 1095 of those, phenotype information was not available. However, 747 genes were associated with documented phenotypes in mouse mutants, of which 388 are developmental phenotypes by virtue of embryonic, neonatal, or perinatal death of homozygous mutant offspring. Again, the distribution of particular phenotypes in Experiment II (Figure 3, Panel D) was very similar to that of Experiment I (Figure 3, Panel C). Metabolic abnormalities were reported for mutants of 46 genes, and evidence for abnormal growth (pre- and post-natal) was obtained for 279 genes. Most notably, 161 genes are known to be associated with heart defects when mutated, and 112 genes are known to play causal roles in neural tube defects. This is only a fraction (35%) of the more than 300 NTD genes contained in the MGI database (as of October 1, 2008). Similarly, from the published collection of 170 mouse mutants with neural tube defects [37] for which the underlying molecular defect is known, 55 genes (32% of 170) were identified in Experiment II. Taken together, these results indicate that maternal diabetes affects specific pathogenic pathways leading to NTDs. Except for two genes, all NTD genes exhibited decreased expression on the arrays. In summary, the main findings of the initial microarray experiment were confirmed.

Indeed, of the 126 genes whose expression was altered by more than 2-fold in Experiment I, 67 were also recovered above the 2-fold change cut-off in Experiment II. Of the 378 probe sets with expression level altered between 1.5-fold and 2-fold, 187 were shared. Thus, of the 504 probe sets with altered expression in Experiment I, more than half (254) were confirmed in Experiment II, providing independent validation for the major results of the first experiment. This 50% confirmation rate for independent microarray experiments in the same biological paradigm agrees well with similar findings for independent yeast microarray results [38]. Thus, employing individual embryo samples as well as a pooling strategy, we have identified molecular targets in the embryo that respond to maternal diabetes. Also noteworthy is that Experiment II confirmed our earlier candidate gene studies that showed components of the Wnt pathway altered in diabetes-exposed embryos [25]. In fact, 43 genes with roles in Wnt signaling are affected by maternal diabetes (Table 4); with exception of Cank2d, Rbx1 and Tcf7l2 (which are upregulated), the expression levels of all of these genes are decreased in diabetes-exposed embryos compared to controls. This finding provides further support for our hypothesis that maternal diabetes affects specific developmental programs.

Using mRNA from whole individual embryos allowed us to survey a broad range of embryonic tissues that are potentially affected by maternal diabetes. This approach might have "missed" effects on genes that are expressed only in small cell populations of the embryo. However, in Experiment II, we identify 19 of the 47 published genes that were found altered more than 1.5-fold in microarray analysis of cranial neural tube tissue from diabetes-exposed embryos with neural tube defects at E 11.5 [39], and four of those genes are shared with Experiment I. Concordance was found for increased expression of Bnip3, and for decreased levels of En2, Hes6, Ina, Map3k7, Med1, Msx1, Mtap1B, Ngn2, Notch1, TgfβII, Doublecortin, Protocadherin18, Tgfβρεχεπτορ1, TopoIIβ, with the latter four genes confirmed also in Experiment I. Notch3, Nr2f2, Shh, and Tial1, were increased in dissected neural tube [39] but decreased in whole embryos, indicating that they may be deregulated in multiple tissues. Nonetheless, the overlap between results from different laboratories, despite differences in experimental design, provides additional validation to our findings.

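On the arrays of Experiment I, some of the genes that the paper lists as concordant in neural tube tissue were lower in exposed embryos. Top2b, a topoisomerase, had 248 ± 14.0 (SD, n = 2) in controls and 60.6 ± 47.5 (SD, n = 5) in exposed embryos, a log2 fold change of -2.49 (standard error 0.80, adjusted p = 0.178), while its other probe sets had -0.80 and -0.34. Pcdh18, a protocadherin, had 185 ± 10.8 (SD, n = 2) in controls and 32.0 ± 33.1 (SD, n = 5) in exposed embryos, a log2 fold change of -3.10 (standard error 1.08, adjusted p = 0.202), and its other probe sets had -0.76 and -0.09. Of the list, 15 members were tested, of which 0 rose and 2 fell (1 higher and 5 lower when adjusted over the list alone), with Dcx and Tgfbr1 as the members that fell. As a set the genes were lower by camera (camera adjusted p = 0.00950, adjusted p = 0.342 with an estimated correlation and adjusted p = 0.0911 by fry), but not without control 1 (adjusted p = 0.281) or without the genes of the X and Y chromosomes (adjusted p = 0.0811). Over the alternatives the adjusted p was 8.62e-04 to 0.281. Since several of its members were chosen by the study on these samples, the list is not independent evidence.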

We cannot currently distinguish which of the changes in gene expression are in direct response to the diabetic milieu, and which are indirect changes downstream of altered transcription factor expression, potentially increased hypoxia [14] or alterations in yolk sac [40] or placenta [Salbaum, Kruger, Pavlinkova, Zhang, and Kappen, manuscript submitted]. In this regard, it is interesting to note that we find no congruence to genes reported as affected by maternal diabetes in yolk sac of E12 rat embryos [41]. This indicates not only that both yolk sac and embryo gene expression are affected by maternal diabetes, but that extra-embryonic tissues respond differently than the embryo proper. It is noteworthy that among the deregulated genes with known phenotypes in mouse mutants, over 100 have been reported to be associated with placental alterations. Even though we have only surveyed the embryo proper, this is suggestive evidence that placental gene expression may also be altered in diabetic pregnancies. Our findings are consistent with the idea that altered gene expression in the embryo, as de-regulated by maternal diabetes, plays an important role in the pathogenesis of diabetes-induced birth defects [2,42].

### Implications for prevention of adverse outcomes from diabetic pregnancies

High glucose levels during critical periods of morphogenesis appear to be the major teratogen in diabetic pregnancy. In experimental animals, excess glucose is sufficient to cause dysmorphogenesis of embryos in glucose-injected dams or in whole embryo culture [11,43-45]. The precise mechanism(s) by which hyperglycemia induces diabetic embryopathy is(are) not clear, although involvement of the Glut2 (Slc2a2) transporter has been demonstrated [45]. Several studies report increased oxidative stress in embryos in a diabetic environment, and the administration of antioxidants, such as vitamins C or E, can reduce the occurrence of developmental defects [13,17,46,47]. Which genes are functionally involved in these responses in diabetes-exposed embryos, and which mechanisms provide for the protective effect of anti-oxidant treatment in diabetic embryopathy remains to be investigated, but it is likely that one or more of the genes we have identified constitute targets in the antioxidant response. Similarly, folate supplementation has been shown to be protective against NTDs in diabetic pregnancies [46,48]. Interestingly, the gene encoding platelet derived growth factor receptor α (Pdgfrα), mutants of which exhibit neural tube defects [49], is folate-responsive in mice [50]. Genes whose expression is altered in diabetes-exposed embryos thus represent excellent candidates for folate-responsive genes, and may mediate the beneficial effect of folate in the prevention of neural tube and other developmental defects.

## Methods

### Animals

Diabetes was induced in 7–9 week old female FVB mice by two intraperitoneal injections of 100 mg/kg body weight Streptozotocin in 50 mM sodium citrate buffer at pH4.5 (STZ; Sigma, St. Louis, MO) within a one-week interval. The dams were set up for mating no earlier than 7 days after the last injection, and the day of detection of a vaginal plug was counted as day 0.5 of gestation. We used embryos only from dams (n = 11) whose blood glucose levels exceeded 250 mg/dl; average glucose levels were 148 mg/dl(± 18) before STZ treatment, 337 mg/dl(± 79) on the day of mating, and 528 mg/dl(± 70) on the day of embryo harvest.

### Microarray Analysis

Total RNA was isolated from embryos at embryonic day 10.5 (E10.5) using Trizol^® ^(Invitrogen, Carlsbad, CA). We processed 2 controls and five diabetes-exposed embryos; the latter group included two specimen with neural tube defects (NTD) so as to capture the full phenotype spectrum of diabetes-exposure in pregnancy. Individual RNA samples (5 μg) from whole embryos were reverse transcribed (Invitrogen) and labeled (Affymetrix, Santa Clara, CA). In Experiment I, samples were individually hybridized to 7 Affymetrix430A2.0 chips, which were scanned using a GeneChip3000 scanner; Affymetrix GCOS imaging software was used for quality control. In Experiment II, equal amounts of RNA prepared from 3 individual embryos were pooled into one sample; each embryo was from a different pregnancy and three such pools were constructed for a total of 9 control embryos, and independently, for 9 diabetes-exposed embryos; all embryos were morphologically normal. Expression levels and "Present", "Marginal", "Absent" flags were determined with default parameters through comparison of matched and mismatched oligonucleotides for the respective gene sequence.

Statistical analyses were performed using GeneSpring7 (Silicon Genetics, Redwood City, CA) and CyberT [51]. We grouped the data for control embryos and those for diabetes-exposed embryosm respectively, and filtered results in three steps: (i) "expression", i.e. "present" or "marginal" in at least one of seven samples; (ii) "statistical significance" between control and experimental samples of P < 0.05 in both CyberT and the t-test in GeneSpring; and (iii) "fold change", i.e. difference between control and diabetes-exposed samples of beyond either two-fold or 1.5-fold. The rationale for employing complementary data analysis packages and details of data transformation have been described elsewhere [52].

Of 22690 probe sets present on the arrays , 15364 probes exhibited signals in at least one of the 7 samples, and 302 probe sets differed by more than two fold between these samples. Of these, 180 probe sets passed the t-test in GeneSpring (P < 0.05; Welch's test assuming unequal variances; false discovery rate set at 0.05), and 174 probes yielded P-values below P < 0.05 in Cyber-T. Permutation of the order of tests (significance first, fold-change second) identified differential signals from 2262 probe sets (Cyber-T), with 575 probes displaying differences between 1.5 and 2-fold, and 174 probes with differences greater than 2-fold between controls and exposed embryos. 

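The tests admitted different probe sets. Mynn, Cpox and Zfp207 were called by limma, but had p-values above 0.05 in the methods' Welch test, at 0.0795 for Mynn, 0.0537 for Cpox and 0.116 for Zfp207. In Cyber-T, which borrows the spread of probe sets of like signal, they had 4.79e-07, 1.11e-08 and 7.62e-04. Among the tested probe sets, 2651 had a p under 0.05 in the methods' Welch test and 3664 in Cyber-T. After Benjamini-Hochberg adjustment 0 passed Welch's test and 1310 passed Cyber-T (504 higher, 806 lower). Of those beyond 2-fold, 149 passed the methods' Welch test and 200 Cyber-T.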

Regardless of order of filtering criteria, identical sets of probes were recovered, thus validating the analysis process. Between Cyber-T and GeneSpring, 145 sets passed both statistical filters, and after removal of duplicates, 126 genes were found to be differentially expressed above the 2-fold cut-off criterion.

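Genes called by limma fell on both sides of the 2-fold threshold. Git1, a scaffold of focal adhesions, rose from 249 ± 21.1 to 479 ± 40.3 (SD, n = 2 and 5), a log2 fold change of 0.94 (standard error 0.14, adjusted p = 0.0329). Gnai2 rose from 1988 ± 187 to 3425 ± 250.0, a log2 fold change of 0.78 (standard error 0.12, adjusted p = 0.0329), and its other probe set had 0.61. Both lay under 2-fold. Adi1, an enzyme of methionine salvage, rose from 179 ± 9.31 to 361 ± 38.1, a log2 fold change of 1.00 (standard error 0.15, adjusted p = 0.0364), just beyond 2-fold, while its other probe sets had -0.25 and 0.36. The 147 probe sets beyond 2-fold that passed both of the methods' t-tests came to 116 genes, and without the filter on low signals 417 probe sets and 340 genes did so. All 129 probe sets of Additional file 1 passed without the filter. The calls of Git1, Gnai2 and Adi1 ended on leaving out control 1 (adjusted p = 0.215 to 0.327), control 2 (adjusted p = 0.251 to 0.346), exposed embryo 2 without NTD (Git1 and Adi1, adjusted p = 0.0677 to 0.0678), exposed embryo 3 without NTD (adjusted p = 0.0700 to 0.0789) and exposed embryo 2 with NTD (adjusted p = 0.0688).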

For the second experiment, Affymetrix Mouse 430 2.0 arrays were used, which contain 45101 probe sets . 29687 probe sets exhibited signals in at least one of 6 samples; differences reached statistical significance at p < 0.05 for 9835 probes in the t-test (P < 0.05; Welch's test assuming unequal variances; false discovery rate set at 0.05) implemented in GeneSpring (GX version 9). 5915 probe sets exhibited differences greater than 1.5-fold, with 2796 differentially expressed greater than 2-fold. Cyber-T identified 13770 probe sets with statistical significance, of which 3992 exceeded the 1.5-fold change level, and an additional 4601 exceeded the greater than 2-fold criterion. After removal of internal controls, 5688 probe sets passed the filtering criteria for statistical significance in both Cyber-T and GeneSpring and exhibited >1.5-fold change between experimental and control samples, of which 2634 probe sets were identified with greater than 2-fold differential expression. Reduction of duplicates for a given gene was done by judgement call factoring in signal intensity, P-value, distribution of calls ("Present" was judged as more reliable than "Marginal") and fold-change; only one entry per gene was retained for a total of 2231 transcripts with differential expression greater than 2-fold.

The primary data files are available at the NCBI Gene Expression Omnibus repository (Accession number GSE9675).

### Quantitative Real-time PCR

Quantitative Real-Time PCR (Q-RT-PCR) using an ABI Prism7000 instrument was performed as described [53] on cDNA samples from individual diabetes-exposed embryos (5 litters) and controls (4 litters), or pools of 4–5 control embryos from the same litter (4 litters) isolated at E10.5 (for details, see legend to Table 2). At E9.5, 6 control and 9 diabetes-exposed embryos were selected from 3 litters each, respectively, and E8.5 embryos were from 4 litters (10 controls) and 5 litters (9 diabetes-exposed embryos). All embryos used for Q-RT-PCR were morphologically normal. Normalization was done to Polymerase epsilon 4 (Pole4) cDNA in the same sample; Pole4 levels were unaffected by maternal diabetes on Experiment I and Experiment II arrays. 

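Pole4, a subunit of DNA polymerase epsilon, has 2 probe sets on the arrays of Experiment I. The brighter one had 533 ± 24.4 (SD, n = 2) in controls and 540.3 ± 82.4 (SD, n = 5) in exposed embryos, a log2 fold change of 0.01 (standard error 0.17, adjusted p = 0.993). The dimmer one had 485 ± 27.7 (SD, n = 2) in controls and 447 ± 39.9 (SD, n = 5) in exposed embryos, a log2 fold change of -0.12 (standard error 0.14, adjusted p = 0.701). Neither was called.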

Differences between samples (n = individual embryos except where noted otherwise) were evaluated for statistical significance using an unpaired two-tailed t-test. Primers (Additional file 5) were positioned across exon-exon junctions to exclude amplification of potentially contaminating DNA. The amplification products were designed to originate from a different region of the mRNA than that detected by probes on the microarray, in order to provide independent confirmation of expression measurements.

### Annotation for tissue expression, function and mutant mouse phenotypes

Information on gene expression in embryos, where available, was collected from MGI . Molecular function attributes were based on GO-annotation (NetAffx™ , updated as of July 21, 2008), supplemented with information from ENSEMBL and UCSC genome browsers and PubMed. Information on mutant phenotypes was obtained from MGI (as of October 21, 2008) for null and conditional alleles.

### Transcription factor binding site prediction

Whole Genome rVISTA  was used to identify transcription factor binding sites that are conserved between mouse and human and are over-represented in the 5 Kb upstream regions of our maternal diabetes affected genes relative to all 5 Kb upstream regions in the human genome (P-value < 0.006).

## Authors' contributions

GP performed microarray analyses and PCR assays, collected information for annotations and drafted a first version of the manuscript, JMS oversaw the statistical analysis by Cyber-T, designed experiment II and led the annotation effort, CK conceived of the study, performed the annotation for experiment II and wrote the manuscript.

## Supplementary Material

Additional file 1 **Genes with altered expression in diabetes-exposed embryos**. The file contains a list of genes identified by microarray analysis. Click here for file

Additional file 2 **Transcription factor binding sites overrepresented in promoters of genes affected by maternal diabetes**. The file contains a list of putative transcription factor binding sites and respective references. Click here for file

Additional file 3 **Known HIF1 target genes that exhibit altered expression in diabetes-exposed embryos**. The file contains a list of HIF1 target genes and respective references. Click here for file

Additional file 4 **References for in vivo function of genes affected in diabetes exposed embryos**. The file contains a list of references for the in vivo function of particular genes. Click here for file

Additional file 5 **Primer sequences for quantitative RT-PCR**. The file contains a list of RefSeqIDs, position information and sequences for primers to amplify particular genes. The amplification rate for each primer pair is also listed. Click here for file

# Supplementary material for: Maternal diabetes alters transcriptional programs in the developing embryo
**Source:** BMC Genomics. 2009 Jun 18;10:274. doi: 10.1186/1471-2164-10-274
**Supplement:** Additional file 1 — Genes with altered expression in diabetes-exposed embryos. The file contains a list of genes identified by microarray analysis.

Additional file 1: **Genes with altered expression in diabetes-exposed embryos**

# Supplementary material for: Maternal diabetes alters transcriptional programs in the developing embryo
**Source:** BMC Genomics. 2009 Jun 18;10:274. doi: 10.1186/1471-2164-10-274
**Supplement:** Additional file 2 — Transcription factor binding sites overrepresented in promoters of genes affected by maternal diabetes. The file contains a list of putative transcription factor binding sites and respective references.

Additional file 2: **Transcription factor binding sites overrepresented in promoters of genes affected by maternal diabetes.**

| Transcription factor binding sites | Number of genes | References |
| --- | --- | --- |
| *FOXO1/FOXO4 (Forkhead 1/4) | 73/74 | 1, 2 |
| *NRF2 (NF-E2 p45 related factor 2) | 76 | 3, 4 |
|  |  |  |
| HIF1 (Hypoxia inducible factor 1) | 22 | 5 |
| ATF3 (activating transcription factor 3) | 53 | 6 |
| ATF4 (activating transcription factor 4) | 71 | 7 |
| E2F1 (E2F transcription factor 1) | 75 | 8 |
| E2F4 (E2F transcription factor 4) | 33 | 8 |
| EGR1 (Early growth response 1) | 18 | 9 |
| ETS1 (E26 avian leukemia oncogene 1, 5' domain) | 67 | 10 |
| IRF1 (interferon regulatory factor 1) | 62 | 11 |
| NFkappaB (nuclear factor-kappa B) | 52 | 12-14 |
| SOX9 (SRY-box containing gene 9) | 65 | 15 |
| SP3 (trans-acting transcription factor 3) | 53 | 16 |
| XBP1 (X-box binding protein 1) | 18 | 17 |

Legend to Additional file 2:

Motifs were predicted in 5 kilobase upstream regions.

*: Transcription factor involved in oxidative stress responses; all others reported in hypoxia responses.

References:

1. C. Urbich, A. Knau, S. Fichtlscherer, D.H. Walter, T. Bruhl, M. Potente, W.K. Hofmann, S. de Vos, A.M. Zeiher, and S. Dimmeler. 2005. FOXO-dependent expression of the proapoptotic protein Bim: pivotal role for apoptosis signaling in endothelial progenitor cells. Faseb J. 19(8): 974-6.

2. M.A. Essers, L.M. de Vries-Smits, N. Barker, P.E. Polderman, B.M. Burgering, and H.C. Korswagen. 2005. Functional interaction between beta-catenin and FOXO in oxidative stress signaling. Science. 308(5725): 1181-4.

3. L. Leung, M. Kwong, S. Hou, C. Lee, and J.Y. Chan. 2003. Deficiency of the Nrf1 and Nrf2 transcription factors results in early embryonic lethality and severe oxidative stress. J Biol Chem. 278(48): 48021-9.

4. M.J. Calkins, R.J. Jakel, D.A. Johnson, K. Chan, Y.W. Kan, and J.A. Johnson. 2005. Protection from mitochondrial complex II inhibition in vitro and in vivo by Nrf2-mediated transcription. Proc Natl Acad Sci U S A. 102(1): 244-9.

5. N.V. Iyer, L.E. Kotch, F. Agani, S.W. Leung, E. Laughner, R.H. Wenger, M. Gassmann, J.D. Gearhart, A.M. Lawler, A.Y. Yu, and G.L. Semenza. 1998. Cellular and developmental control of O2 homeostasis by hypoxia-inducible factor 1 alpha. Genes Dev. 12(2): 149-62.

6. M. Olbryt, M. Jarzab, J. Jazowiecka-Rakus, K. Simek, S. Szala, and A. Sochanik. 2006. Gene expression profile of B 16(F10) murine melanoma cells exposed to hypoxic conditions in vitro. Gene Expr. 13(3): 191-203.

7. J.D. Blais, V. Filipenko, M. Bi, H.P. Harding, D. Ron, C. Koumenis, B.G. Wouters, and J.C. Bell. 2004. Activating transcription factor 4 is translationally regulated by hypoxic stress. Mol Cell Biol. 24(17): 7469-82.

8. R.S. Bindra, S.L. Gibson, A. Meng, U. Westermark, M. Jasin, A.J. Pierce, R.G. Bristow, M.K. Classon, and P.M. Glazer. 2005. Hypoxia-induced down-regulation of BRCA1 expression by E2Fs. Cancer Res. 65(24): 11597-604.

9. H. Nishi, K.H. Nishi, and A.C. Johnson. 2002. Early Growth Response-1 gene mediates up-regulation of epidermal growth factor receptor expression during hypoxia. Cancer Res. 62(3): 827-34.

10. M. Oikawa, M. Abe, H. Kurosawa, W. Hida, K. Shirato, and Y. Sato. 2001. Hypoxia induces transcription factor ETS-1 via the activity of hypoxia-inducible factor-1. Biochem Biophys Res Commun. 289(1): 39-43.

11. D.S. Tendler, C. Bao, T. Wang, E.L. Huang, E.A. Ratovitski, D.A. Pardoll, and C.J. Lowenstein. 2001. Intersection of interferon and hypoxia signal transduction pathways in nitric oxide-induced tumor apoptosis. Cancer Res. 61(9): 3682-8.

12. E.P. Cummins and C.T. Taylor. 2005. Hypoxia-responsive transcription factors. Pflugers Arch. 450(6): 363-71.

13. C. Michiels, E. Minet, D. Mottet, and M. Raes. 2002. Regulation of gene expression by oxygen: NF-kappaB and HIF-1, two extremes. Free Radic Biol Med. 33(9): 1231-42.

14. R.A. Rupec and P.A. Baeuerle. 1995. The genomic response of tumor cells to hypoxia and reoxygenation. Differential activation of transcription factors AP-1 and NF-kappa B. Eur J Biochem. 234(2): 632-40.

15. J.C. Robins, N. Akeno, A. Mukherjee, R.R. Dalal, B.J. Aronow, P. Koopman, and T.L. Clemens. 2005. Hypoxia induces chondrocyte-specific gene expression in mesenchymal cells in association with transcriptional activation of Sox9. Bone. 37(3): 313-22.

16. D.J. Discher, N.H. Bishopric, X. Wu, C.A. Peterson, and K.A. Webster. 1998. Hypoxia regulates beta-enolase and pyruvate kinase-M promoters by modulating Sp1/Sp3 binding to a conserved GC element. J Biol Chem. 273(40): 26087-93.

17. L. Romero-Ramirez, H. Cao, D. Nelson, E. Hammond, A.H. Lee, H. Yoshida, K. Mori, L.H. Glimcher, N.C. Denko, A.J. Giaccia, Q.T. Le, and A.C. Koong. 2004. XBP1 is essential for survival under hypoxic conditions and is required for tumor growth. Cancer Res. 64(17): 5943-7.

# Supplementary material for: Maternal diabetes alters transcriptional programs in the developing embryo
**Source:** BMC Genomics. 2009 Jun 18;10:274. doi: 10.1186/1471-2164-10-274
**Supplement:** Additional file 3 — Known HIF1 target genes that exhibit altered expression in diabetes-exposed embryos. The file contains a list of HIF1 target genes and respective references.

Additional file 3: **Known HIF1 target genes that exhibit altered expression in diabetes-exposed embryos.**

|  | Fold change | GeneSpring t-test | CyberT t-test |  |  |  |
| --- | --- | --- | --- | --- | --- | --- |
| Gene name | Phenotype in Knockout | Full gene name | |
| Ets1 | -1.7 | 0.016 | 0.039 | altered B- and T-cell differentiation, premature death 1-7 | E26 avian leukemia oncogene 1 5' domain | |
| Trfc | -2.2 | 0.002 | 0.002 | embryonic lethality by E12.5 8 | Transferrin receptor | |
| Aldoa | 1.9 | 0.013 | 0.043 |  | Aldolase 1 A isoform | |
| Cdkn1a | 1.7 | 0.023 | 0.004 | altered T-cell differentiation (Lupus-like), premature death 9-12 | Cyclin-dependent kinase inhibitor 1A (P21) | |
| Cited2 | 1.8 | 0.002 | 0.023 | embryonic lethality, heart defects 13, 14 | Cbp/p300-interacting transactivator 2 | |
| Glut1 (Slc2a1) | 2.2 | 0.025 | 0.001 | developmental delay by E10.5, lethality by E14 15 | Solute carrier family 2 member 1 | |
| Gpi1 | 1.5 | 0.001 | 0.017 | early embryonic lethality E7.5-8.5 16, 17 | Glucose phosphate isomerase 1 | |
| Pfkl | 2.0 | 0.005 | 0.028 |  | Phosphofructokinase liver B-type | |
| Tpi | 1.6 | 0.001 | 0.037 | embryonic lethality, ENU mutations 18 | Triosephosphate isomerase | |
| Bnip3 | 2.8 | 0.005 | NS |  | Bcl2/adenovirus E1B 19kDa-interacting protein 1 NIP3 | |
| Cd99 | 1.6 | 0.028 | NS |  | CD99 antigen | |
| Ddit4 | 1.5 | 0.011 | NS | decreased oxygen-induced retinopathy 19 | DNA-damage-inducible transcript 4=RTP801 | |
| Glut3 (Slc2a3) | 2.5 | 0.004 | NS | blastocyst death in antisense experiment 20 | Solute carrier family 2 member 3 | |
| Hk2 | 1.6 | 0.042 | NS | embryonic lethality E7.5 21 | Hexokinase 2 | |
| Krt1-18 | 1.8 | 0.025 | NS | viable, liver pathology with age 22 | Keratin complex 1 acidic gene 18 | |
| Krt1-19 | 1.9 | 0.008 | NS | viable, double KO (Krt18+19) is embryonic lethal by E9.5 23 | Keratin complex 1 acidic gene 19 | |
| Ldha | 1.5 | 0.006 | NS | ENU mutation; embryonic lethality 24, 25 | Lactate dehydrogenase 1, A chain | |
| P4ha1 | 1.8 | 0.028 | NS |  | Procollagen-proline 2-oxoglutarate 4-dioxygenase | |
| Pfkfb3 | 1.5 | 0.005 | NS | embryonic lethality E8 26 | 6-phosphofructo-2-kinase/fructose-2,6-biphosphatase 3 | |
| Tgm2 | 1.6 | 0.01 | NS | impaired glucose-stimulated insulin secretion 27 | Transglutaminase 2 C polypeptide | |
| Vegfa | 1.7 | 0.015 | NS | embryonic lethality E8.5 28 | Vascular endothelial growth factor A | |
| Vegfb | 1.9 | NS | 0.01 | coronary vasculature, heart function 29, 30 | Vascular endothelial growth factor B | |

NS = not significant at P<0.05

References:

1. D. Wang, S.A. John, J.L. Clements, D.H. Percy, K.P. Barton, and L.A. Garrett-Sinha. 2005. Ets-1 deficiency leads to altered B cell differentiation, hyperresponsiveness to TLR9 and autoimmune disease. Int Immunol. 17(9): 1179-91.

2. J.L. Clements, S.A. John, and L.A. Garrett-Sinha. 2006. Impaired generation of CD8+ thymocytes in Ets-1-deficient mice. J Immunol. 177(2): 905-12.

3. R. Grenningloh, B.Y. Kang, and I.C. Ho. 2005. Ets-1, a functional cofactor of T-bet, is essential for Th1 inflammatory responses. J Exp Med. 201(4): 615-26.

4. S. Eyquem, K. Chemin, M. Fasseu, and J.C. Bories. 2004. The Ets-1 transcription factor is required for complete pre-T cell receptor function and allelic exclusion at the T cell receptor beta locus. Proc Natl Acad Sci U S A. 101(44): 15712-7.

5. S. Eyquem, K. Chemin, M. Fasseu, M. Chopin, F. Sigaux, A. Cumano, and J.C. Bories. 2004. The development of early and mature B cells is impaired in mice deficient for the Ets-1 transcription factor. Eur J Immunol. 34(11): 3187-96.

6. K. Barton, N. Muthusamy, C. Fischer, C.N. Ting, T.L. Walunas, L.L. Lanier, and J.M. Leiden. 1998. The Ets-1 transcription factor is required for the development of natural killer cells in mice. Immunity. 9(4): 555-63.

7. N. Muthusamy, K. Barton, and J.M. Leiden. 1995. Defective activation and survival of T cells lacking the Ets-1 transcription factor. Nature. 377(6550): 639-42.

8. J.E. Levy, O. Jin, Y. Fujiwara, F. Kuo, and N.C. Andrews. 1999. Transferrin receptor is necessary for development of erythrocytes and the nervous system. Nat Genet. 21(4): 396-9.

9. R.J. Jackson, R.W. Engelman, D. Coppola, A.B. Cantor, W. Wharton, and W.J. Pledger. 2003. p21Cip1 nullizygosity increases tumor metastasis in irradiated mice. Cancer Res. 63(12): 3021-5.

10. J. Brugarolas, R.T. Bronson, and T. Jacks. 1998. p21 is a critical CDK2 regulator essential for proliferation control in Rb-deficient cells. J Cell Biol. 141(2): 503-14.

11. J.M. Salvador, M.C. Hollander, A.T. Nguyen, J.B. Kopp, L. Barisoni, J.K. Moore, J.D. Ashwell, and A.J. Fornace, Jr. 2002. Mice lacking the p53-effector gene Gadd45a develop a lupus-like syndrome. Immunity. 16(4): 499-508.

12. C. Deng, P. Zhang, J.W. Harper, S.J. Elledge, and P. Leder. 1995. Mice lacking p21CIP1/WAF1 undergo normal development, but are defective in G1 checkpoint control. Cell. 82(4): 675-84.

13. S.D. Bamforth, J. Braganca, C.R. Farthing, J.E. Schneider, C. Broadbent, A.C. Michell, K. Clarke, S. Neubauer, D. Norris, N.A. Brown, R.H. Anderson, and S. Bhattacharya. 2004. Cited2 controls left-right patterning and heart development through a Nodal-Pitx2c pathway. Nat Genet. 36(11): 1189-96.

14. S.D. Bamforth, J. Braganca, J.J. Eloranta, J.N. Murdoch, F.I. Marques, K.R. Kranc, H. Farza, D.J. Henderson, H.C. Hurst, and S. Bhattacharya. 2001. Cardiac malformations, adrenal agenesis, neural crest defects and exencephaly in mice lacking Cited2, a new Tfap2 co-activator. Nat Genet. 29(4): 469-74.

15. D. Wang, J.M. Pascual, H. Yang, K. Engelstad, X. Mao, J. Cheng, J. Yoo, J.L. Noebels, and D.C. De Vivo. 2006. A mouse model for glut-1 haploinsufficiency. Hum Mol Genet. 15: 1169-1179.

16. J.D. West, J.H. Flockhart, J. Peters, and S.T. Ball. 1990. Death of mouse embryos that lack a functional gene for glucose phosphate isomerase. Genet Res. 56(2-3): 223-36.

17. S. Merkle and W. Pretsch. 1992. A glucosephosphate isomerase (GPI) null mutation in Mus musculus: evidence that anaerobic glycolysis is the predominant energy delivering pathway in early post-implantation embryos. Comp Biochem Physiol B. 101(3): 309-14.

18. B.C. Zingg, W. Pretsch, and H.W. Mohrenweiser. 1995. Molecular analysis of four ENU induced triosephosphate isomerase null mutants in Mus musculus. Mutat Res. 328(2): 163-73.

19. A. Brafman, I. Mett, M. Shafir, H. Gottlieb, G. Damari, S. Gozlan-Kelner, V. Vishnevskia-Dai, R. Skaliter, P. Einat, A. Faerman, E. Feinstein, and T. Shoshani. 2004. Inhibition of oxygen-induced retinopathy in RTP801-deficient mice. Invest Ophthalmol Vis Sci. 45(10): 3796-805.

20. M. Pantaleon, M.B. Harvey, W.S. Pascoe, D.E. James, and P.L. Kaye. 1997. Glucose transporter GLUT3: ontogeny, targeting, and role in the mouse blastocyst. Proc Natl Acad Sci U S A. 94(8): 3795-800.

21. S. Heikkinen, M. Pietila, M. Halmekyto, S. Suppola, E. Pirinen, S.S. Deeb, J. Janne, and M. Laakso. 1999. Hexokinase II-deficient mice. Prenatal death of homozygotes without disturbances in glucose tolerance in heterozygotes. J Biol Chem. 274(32): 22517-23.

22. T.M. Magin, R. Schroder, S. Leitgeb, F. Wanninger, K. Zatloukal, C. Grund, and D.W. Melton. 1998. Lessons from keratin 18 knockout mice: formation of novel keratin filaments, secondary loss of keratin 7 and accumulation of liver-specific keratin 8-positive aggregates. J Cell Biol. 140(6): 1441-51.

23. M. Hesse, T. Franz, Y. Tamai, M.M. Taketo, and T.M. Magin. 2000. Targeted deletion of keratins 18 and 19 leads to trophoblast fragility and early embryonic lethality. Embo J. 19(19): 5060-70.

24. C.T. Culiat, M.L. Klebig, Z. Liu, H. Monroe, B. Stanford, J. Desai, S. Tandan, L. Hughes, M.K. Kerley, D.A. Carpenter, D.K. Johnson, E.M. Rinchik, and Q. Li. 2005. Identification of mutations from phenotype-driven ENU mutagenesis in mouse chromosome 7. Mamm Genome. 16(8): 555-66.

25. S. Merkle, J. Favor, J. Graw, S. Hornhardt, and W. Pretsch. 1992. Hereditary lactate dehydrogenase A-subunit deficiency as cause of early postimplantation death of homozygotes in Mus musculus. Genetics. 131(2): 413-21.

26. J. Chesney, S. Telang, A. Yalcin, A. Clem, N. Wallis, and R. Bucala. 2005. Targeted disruption of inducible 6-phosphofructo-2-kinase results in embryonic lethality. Biochem Biophys Res Commun. 331(1): 139-46.

27. F. Bernassola, M. Federici, M. Corazzari, A. Terrinoni, M.L. Hribal, V. De Laurenzi, M. Ranalli, O. Massa, G. Sesti, W.H. McLean, G. Citro, F. Barbetti, and G. Melino. 2002. Role of transglutaminase 2 in glucose tolerance: knockout mice studies and a putative mutation in a MODY patient. Faseb J. 16(11): 1371-8.

28. P. Carmeliet, V. Ferreira, G. Breier, S. Pollefeyt, L. Kieckens, M. Gertsenstein, M. Fahrig, A. Vandenhoeck, K. Harpal, C. Eberhardt, C. Declercq, J. Pawling, L. Moons, D. Collen, W. Risau, and A. Nagy. 1996. Abnormal blood vessel development and lethality in embryos lacking a single VEGF allele. Nature. 380(6573): 435-9.

29. K. Aase, G. von Euler, X. Li, A. Ponten, P. Thoren, R. Cao, Y. Cao, B. Olofsson, S. Gebre-Medhin, M. Pekny, K. Alitalo, C. Betsholtz, and U. Eriksson. 2001. Vascular endothelial growth factor-B-deficient mice display an atrial conduction defect. Circulation. 104(3): 358-64.

30. D. Bellomo, J.P. Headrick, G.U. Silins, C.A. Paterson, P.S. Thomas, M. Gartside, A. Mould, M.M. Cahill, I.D. Tonks, S.M. Grimmond, S. Townson, C. Wells, M. Little, M.C. Cummings, N.K. Hayward, and G.F. Kay. 2000. Mice lacking the vascular endothelial growth factor-B gene (Vegfb) have smaller hearts, dysfunctional coronary vasculature, and impaired recovery from cardiac ischemia. Circ Res. 86(2): E29-35.

# Supplementary material for: Maternal diabetes alters transcriptional programs in the developing embryo
**Source:** BMC Genomics. 2009 Jun 18;10:274. doi: 10.1186/1471-2164-10-274
**Supplement:** Additional file 4 — References for in vivo function of genes affected in diabetes exposed embryos. The file contains a list of references for the in vivo function of particular genes.

Additional file 4: **References for in vivo function of genes affected in diabetes exposed embryos.**

References:

1. C. Pondarre, B.B. Antiochos, D.R. Campagna, S.L. Clarke, E.L. Greer, K.M. Deck, A. McDonald, A.P. Han, A. Medlock, J.L. Kutok, S.A. Anderson, R.S. Eisenstein, and M.D. Fleming. 2006. The mitochondrial ATP-binding cassette transporter Abcb7 is essential in mice and participates in cytosolic iron-sulfur cluster biogenesis. Hum Mol Genet. 15(6): 953-64.

2. T. Maretzky, K. Reiss, A. Ludwig, J. Buchholz, F. Scholz, E. Proksch, B. de Strooper, D. Hartmann, and P. Saftig. 2005. ADAM10 mediates E-cadherin shedding and regulates epithelial cell-cell adhesion, migration, and beta-catenin translocation. Proc Natl Acad Sci U S A. 102(26): 9182-7.

3. H. Nishimura, E. Yerkes, K. Hohenfellner, Y. Miyazaki, J. Ma, T.E. Hunley, H. Yoshida, T. Ichiki, D. Threadgill, J.A. Phillips, 3rd, B.M. Hogan, A. Fogo, J.W. Brock, 3rd, T. Inagami, and I. Ichikawa. 1999. Role of the angiotensin type 2 receptor gene in congenital anomalies of the kidney and urinary tract, CAKUT, of mice and men. Mol Cell. 3(1): 1-10.

4. D. Zizioli, C. Meyer, G. Guhde, P. Saftig, K. von Figura, and P. Schu. 1999. Early embryonic death of mice deficient in gamma-adaptin. J Biol Chem. 274(9): 5385-90.

5. M. Rassoulzadegan, Y. Yang, and F. Cuzin. 1998. APLP2, a member of the Alzheimer precursor protein family, is required for correct genomic segregation in dividing mouse cells. Embo J. 17(16): 4647-56.

6. P. Liu, J.R. Keller, M. Ortiz, L. Tessarollo, R.A. Rachel, T. Nakamura, N.A. Jenkins, and N.G. Copeland. 2003. Bcl11a is essential for normal lymphoid development. Nat Immunol. 4(6): 525-32.

7. E. Hummler, T.J. Cole, J.A. Blendy, R. Ganss, A. Aguzzi, W. Schmid, F. Beermann, and G. Schutz. 1994. Targeted mutation of the CREB gene: compensation within the CREB/ATF family of transcription factors. Proc Natl Acad Sci U S A. 91(12): 5647-51.

8. A.A. Dorner, F. Wegmann, S. Butz, K. Wolburg-Buchholz, H. Wolburg, A. Mack, I. Nasdala, B. August, J. Westermann, F.G. Rathjen, and D. Vestweber. 2005. Coxsackievirus-adenovirus receptor (CAR) is essential for early embryonic cardiac development. J Cell Sci. 118(Pt 15): 3509-21.

9. D.R. Asher, A.M. Cerny, S.R. Weiler, J.W. Horner, M.L. Keeler, M.A. Neptune, S.N. Jones, R.T. Bronson, R.A. Depinho, and R.W. Finberg. 2005. Coxsackievirus and adenovirus receptor is essential for cardiomyocyte development. Genesis. 42(2): 77-85.

10. J.C. Corbo, T.A. Deuel, J.M. Long, P. LaPorte, E. Tsai, A. Wynshaw-Boris, and C.A. Walsh. 2002. Doublecortin is required in mice for lamination of the hippocampus but not the neocortex. J Neurosci. 22(17): 7548-57.

11. R.H. Adams, G.A. Wilkinson, C. Weiss, F. Diella, N.W. Gale, U. Deutsch, W. Risau, and R. Klein. 1999. Roles of ephrinB ligands and EphB receptors in cardiovascular development: demarcation of arterial/venous domains, vascular morphogenesis, and sprouting angiogenesis. Genes Dev. 13(3): 295-306.

12. A. Vaidya, A. Pniak, G. Lemke, and A. Brown. 2003. EphA3 null mutants do not demonstrate motor axon guidance defects. Mol Cell Biol. 23(22): 8092-8.

13. B.G. Condie, G. Bain, D.I. Gottlieb, and M.R. Capecchi. 1997. Cleft palate in mice with a targeted mutation in the gamma-aminobutyric acid-producing enzyme glutamic acid decarboxylase 67. Proc Natl Acad Sci U S A. 94(21): 11451-5.

14. H. Asada, Y. Kawamura, K. Maruyama, H. Kume, R.G. Ding, N. Kanbara, H. Kuzume, M. Sanbo, T. Yagi, and K. Obata. 1997. Cleft palate and decreased brain gamma-aminobutyric acid in mice lacking the 67-kDa isoform of glutamic acid decarboxylase. Proc Natl Acad Sci U S A. 94(12): 6496-9.

15. K.R. Wick, E.D. Werner, P. Langlais, F.J. Ramos, L.Q. Dong, S.E. Shoelson, and F. Liu. 2003. Grb10 inhibits insulin-stimulated insulin receptor substrate (IRS)-phosphatidylinositol 3-kinase/Akt signaling pathway by disrupting the association of IRS-1/IRS-2 with the insulin receptor. J Biol Chem. 278(10): 8460-7.

16. M. Charalambous, F.M. Smith, W.R. Bennett, T.E. Crew, F. Mackenzie, and A. Ward. 2003. Disruption of the imprinted Grb10 gene leads to disproportionate overgrowth by an Igf2-independent mechanism. Proc Natl Acad Sci U S A. 100(14): 8292-7.

17. L.E. Kotch, N.V. Iyer, E. Laughner, and G.L. Semenza. 1999. Defective vascularization of HIF-1alpha-null embryos is not associated with VEGF deficiency but with mesenchymal cell death. Dev Biol. 209(2): 254-67.

18. V. Compernolle, K. Brusselmans, D. Franco, A. Moorman, M. Dewerchin, D. Collen, and P. Carmeliet. 2003. Cardia bifida, defective heart development and abnormal neural crest migration in embryos lacking hypoxia-inducible factor-1alpha. Cardiovasc Res. 60(3): 569-79.

19. U.A. Betz, W. Bloch, M. van den Broek, K. Yoshida, T. Taga, T. Kishimoto, K. Addicks, K. Rajewsky, and W. Muller. 1998. Postnatally induced inactivation of gp130 in mice results in neurological, cardiac, hematopoietic, immunological, hepatic, and pulmonary defects. J Exp Med. 188(10): 1955-65.

20. W.S. Argraves and C.J. Drake. 2005. Genes critical to vasculogenesis as defined by systematic analysis of vascular defects in knockout mice. Anat Rec A Discov Mol Cell Evol Biol. 286(2): 875-84.

21. B.L. Bader, H. Rayburn, D. Crowley, and R.O. Hynes. 1998. Extensive vasculogenesis, angiogenesis, and organogenesis precede lethality in mice lacking all alpha v integrins. Cell. 95(4): 507-19.

22. L. Johnson, D. Greenbaum, K. Cichowski, K. Mercer, E. Murphy, E. Schmitt, R.T. Bronson, H. Umanoff, W. Edelmann, R. Kucherlapati, and T. Jacks. 1997. K-ras is an essential gene in the mouse with partial functional overlap with N-ras. Genes Dev. 11(19): 2468-81.

23. K. Koera, K. Nakamura, K. Nakao, J. Miyoshi, K. Toyoshima, T. Hatta, H. Otani, A. Aiba, and M. Katsuki. 1997. K-ras is essential for the development of the mouse embryo. Oncogene. 15(10): 1151-9.

24. K.J. Mitchell, K.I. Pinson, O.G. Kelly, J. Brennan, J. Zupicich, P. Scherz, P.A. Leighton, L.V. Goodrich, X. Lu, B.J. Avery, P. Tate, K. Dill, E. Pangilinan, P. Wakenight, M. Tessier-Lavigne, and W.C. Skarnes. 2001. Functional analysis of secreted and transmembrane proteins critical to mouse development. Nat Genet. 28(3): 241-9.

25. J. Yang, J.L. Goldstein, R.E. Hammer, Y.A. Moon, M.S. Brown, and J.D. Horton. 2001. Decreased lipid synthesis in livers of mice with disrupted Site-1 protease gene. Proc Natl Acad Sci U S A. 98(24): 13607-12.

26. K. Grobe, M. Inatani, S.R. Pallerla, J. Castagnola, Y. Yamaguchi, and J.D. Esko. 2005. Cerebral hypoplasia and craniofacial defects in mice lacking heparan sulfate Ndst1 gene function. Development. 132(16): 3777-86.

27. I. Lexicon Genetics, "NIH initiative supporting placement of Lexicon Genetics, Inc. mice into public repositories" MGI Direct Data Submission 2005. 2005. NIH initiative supporting placement of Lexicon Genetics, Inc. mice into public repositories" MGI Direct Data Submission 2005. MGI Direct Data Submission.

28. G.V. Rayasam, O. Wendling, P.O. Angrand, M. Mark, K. Niederreither, L. Song, T. Lerouge, G.L. Hager, P. Chambon, and R. Losson. 2003. NSD1 is essential for early post-implantation development and has a catalytically active SET domain. Embo J. 22(12): 3153-63.

29. R. Shafi, S.P. Iyer, L.G. Ellies, N. O'Donnell, K.W. Marek, D. Chui, G.W. Hart, and J.D. Marth. 2000. The O-GlcNAc transferase gene resides on the X chromosome and is essential for embryonic stem cell viability and mouse ontogeny. Proc Natl Acad Sci U S A. 97(11): 5735-9.

30. M.D. Tallquist and P. Soriano. 2003. Cell autonomous requirement for PDGFRalpha in populations of cranial and cardiac neural crest cells. Development. 130(3): 507-18.

31. M. Elchebly, J. Wagner, T.E. Kennedy, C. Lanctot, E. Michaliszyn, A. Itie, J. Drouin, and M.L. Tremblay. 1999. Neuroendocrine dysplasia in mice lacking protein tyrosine phosphatase sigma. Nat Genet. 21(3): 330-3.

32. M.J. Wallace, J. Batt, C.A. Fladd, J.T. Henderson, W. Skarnes, and D. Rotin. 1999. Neuronal defects and posterior pituitary hypoplasia in mice lacking the receptor tyrosine phosphatase PTPsigma. Nat Genet. 21(3): 334-8.

33. M. Hagel, E.L. George, A. Kim, R. Tamimi, S.L. Opitz, C.E. Turner, A. Imamoto, and S.M. Thomas. 2002. The adaptor protein paxillin is essential for normal development in the mouse and is a critical transducer of fibronectin signaling. Mol Cell Biol. 22(3): 901-15.

34. M. Miyazaki, A. Dobrzyn, P.M. Elias, and J.M. Ntambi. 2005. Stearoyl-CoA desaturase-2 gene expression is required for lipid synthesis during early skin and liver development. Proc Natl Acad Sci U S A. 102(35): 12501-6.

35. S.M. Catalano, E.K. Messersmith, C.S. Goodman, C.J. Shatz, and A. Chedotal. 1998. Many major CNS axon projections develop normally in the absence of semaphorin III. Mol Cell Neurosci. 11(4): 173-82.

36. O. Behar, J.A. Golden, H. Mashimo, F.J. Schoen, and M.C. Fishman. 1996. Semaphorin III is needed for normal patterning and growth of nerves, bones and heart. Nature. 383(6600): 525-8.

37. J.E. Dodge, Y.K. Kang, H. Beppu, H. Lei, and E. Li. 2004. Histone H3-K9 methyltransferase ESET is essential for early development. Mol Cell Biol. 24(6): 2478-86.

38. J.H. Ding, X. Xu, D. Yang, P.H. Chu, N.D. Dalton, Z. Ye, J.M. Yeakley, H. Cheng, R.P. Xiao, J. Ross, J. Chen, and X.D. Fu. 2004. Dilated cardiomyopathy caused by tissue-specific ablation of SC35 in the heart. Embo J. 23(4): 885-96.

39. D. Wang, J.M. Pascual, H. Yang, K. Engelstad, X. Mao, J. Cheng, J. Yoo, J.L. Noebels, and D.C. De Vivo. 2006. A mouse model for glut-1 haploinsufficiency. Hum Mol Genet. 15: 1169-1179.

40. C.W. Heilig, T. Saunders, F.C. Brosius, 3rd, K. Moley, K. Heilig, R. Baggs, L. Guo, and D. Conner. 2003. Glucose transporter-1-deficient mice exhibit impaired development and deformities that are similar to diabetic embryopathy. Proc Natl Acad Sci U S A. 100(26): 15613-8.

41. R.M. Ned, W. Swat, and N.C. Andrews. 2003. Transferrin receptor 1 is differentially required in lymphocyte development. Blood. 102(10): 3711-8.

42. J. Larsson, M.J. Goumans, L.J. Sjostrand, M.A. van Rooijen, D. Ward, P. Leveen, X. Xu, P. ten Dijke, C.L. Mummery, and S. Karlsson. 2001. Abnormal angiogenesis but intact hematopoietic potential in TGF-beta type I receptor-deficient mice. Embo J. 20(7): 1663-73.

43. T. Seki, K.H. Hong, and S.P. Oh. 2006. Nonoverlapping expression patterns of ALK1 and ALK5 reveal distinct roles of each receptor in vascular development. Lab Invest. 86(2): 116-29.

44. X. Yang, W. Li, E.D. Prescott, S.J. Burden, and J.C. Wang. 2000. DNA topoisomerase IIbeta and neural development. Science. 287(5450): 131-4.

45. A. Wills, R.M. Harland, and M.K. Khokha. 2006. Twisted gastrulation is required for forebrain specification and cooperates with Chordin to inhibit BMP signaling during X. tropicalis gastrulation. Dev Biol. 289(1): 166-78.

46. M. Melnick, A. Petryk, G. Abichaker, D. Witcher, A.D. Person, and T. Jaskoll. 2006. Embryonic salivary gland dysmorphogenesis in Twisted gastrulation deficient mice. Arch Oral Biol. 51(5): 433-8.

47. L. Zakin, B. Reversade, H. Kuroda, K.M. Lyons, and E.M. De Robertis. 2005. Sirenomelia in Bmp7 and Tsg compound mutant mice: requirement for Bmp signaling in the development of ventral posterior mesoderm. Development. 132(10): 2489-99.

48. A. Petryk, R.M. Anderson, M.P. Jarcho, I. Leaf, C.S. Carlson, J. Klingensmith, W. Shawlot, and M.B. O'Connor. 2004. The mammalian twisted gastrulation gene functions in foregut and craniofacial development. Dev Biol. 267(2): 374-86.

49. W. Xu, H. Baribault, and E.D. Adamson. 1998. Vinculin knockout results in heart and brain defects during embryonic development. Development. 125(2): 327-37.

50. L. Hein, G.S. Barsh, R.E. Pratt, V.J. Dzau, and B.K. Kobilka. 1995. Behavioural and cardiovascular effects of disrupting the angiotensin II type-2 receptor in mice. Nature. 377(6551): 744-7.

51. T. Inagami and T. Senbonmatsu. 2001. Dual effects of angiotensin II type 2 receptor on cardiovascular hypertrophy. Trends Cardiovasc Med. 11(8): 324-8.

52. K. Wenzel, C. Geier, F. Qadri, N. Hubner, H. Schulz, B. Erdmann, V. Gross, D. Bauer, R. Dechend, R. Dietz, K.J. Osterziel, S. Spuler, and C. Ozcelik. 2007. Dysfunction of dysferlin-deficient hearts. J Mol Med. 85(11): 1203-14.

53. R. Han, D. Bansal, K. Miyake, V.P. Muniz, R.M. Weiss, P.L. McNeil, and K.P. Campbell. 2007. Dysferlin-mediated membrane repair protects the heart from stress-induced left ventricular injury. J Clin Invest. 117(7): 1805-13.

54. S.J. Watkins, L. Jonker, and H.M. Arthur. 2006. A direct interaction between TGFbeta activated kinase 1 and the TGFbeta type II receptor: implications for TGFbeta signalling and cardiac hypertrophy. Cardiovasc Res. 69(2): 432-9.

55. A.E. Zemljic-Harpf, S. Ponrartana, R.T. Avalos, M.C. Jordan, K.P. Roos, N.D. Dalton, V.Q. Phan, E.D. Adamson, and R.S. Ross. 2004. Heterozygous inactivation of the vinculin gene predisposes to stress-induced cardiomyopathy. Am J Pathol. 165(3): 1033-44.

56. F. Lupu, J.D. Terwilliger, K. Lee, G.V. Segre, and A. Efstratiadis. 2001. Roles of growth hormone and insulin-like growth factor 1 in mouse postnatal growth. Dev Biol. 229(1): 141-62.

57. D. Foti, E. Chiefari, M. Fedele, R. Iuliano, L. Brunetti, F. Paonessa, G. Manfioletti, F. Barbetti, A. Brunetti, C.M. Croce, and A. Fusco. 2005. Lack of the architectural factor HMGA1 causes insulin resistance and diabetes in humans and mice. Nat Med. 11(7): 765-73.

58. D.D. Yang, C.Y. Kuan, A.J. Whitmarsh, M. Rincon, T.S. Zheng, R.J. Davis, P. Rakic, and R.A. Flavell. 1997. Absence of excitotoxicity-induced apoptosis in the hippocampus of mice lacking the Jnk3 gene. Nature. 389(6653): 865-70.

59. J. Teng, Y. Takei, A. Harada, T. Nakata, J. Chen, and N. Hirokawa. 2001. Synergistic effects of MAP2 and MAP1B knockout in neuronal migration, dendritic outgrowth, and microtubule organization. J Cell Biol. 155(1): 65-76.

60. S.J. Hsiao, M.F. Poitras, B.D. Cook, Y. Liu, and S. Smith. 2006. Tankyrase 2 poly(ADP-ribose) polymerase domain-deleted mice exhibit growth defects but have normal telomere length and capping. Mol Cell Biol. 26(6): 2044-54.

61. Y.J. Chiang, M.L. Nguyen, S. Gurunathan, P. Kaminker, L. Tessarollo, J. Campisi, and R.J. Hodes. 2006. Generation and characterization of telomere length maintenance in tankyrase 2-deficient mice. Mol Cell Biol. 26(6): 2037-43.

62. D. Cao, J.J. Leffert, J. McCabe, B. Kim, and G. Pizzorno. 2005. Abnormalities in uridine homeostatic regulation and pyrimidine nucleotide metabolism as a consequence of the deletion of the uridine phosphorylase gene. J Biol Chem. 280(22): 21169-75.

63. Y. Kimura, A. Hart, M. Hirashima, C. Wang, D. Holmyard, J. Pittman, X.L. Pang, C.W. Jackson, and A. Bernstein. 2002. Zinc finger protein, Hzf, is required for megakaryocyte development and hemostasis. J Exp Med. 195(7): 941-52.

64. J.E. Rowland, A.M. Lichanska, L.M. Kerr, M. White, E.M. d'Aniello, S.L. Maher, R. Brown, R.D. Teasdale, P.G. Noakes, and M.J. Waters. 2005. In vivo analysis of growth hormone receptor signaling domains and their associated transcripts. Mol Cell Biol. 25(1): 66-77.

# Supplementary material for: Maternal diabetes alters transcriptional programs in the developing embryo
**Source:** BMC Genomics. 2009 Jun 18;10:274. doi: 10.1186/1471-2164-10-274
**Supplement:** Additional file 5 — Primer sequences for quantitative RT-PCR. The file contains a list of RefSeqIDs, position information and sequences for primers to amplify particular genes. The amplification rate for each primer pair is also listed.

Additional file 5: **Primer sequences for quantitative RT-PCR**

| Gene | RefSeq ID | Forward Primer | | Reverse primer | | Amplification |
| --- | --- | --- | --- | --- | --- | --- |
| symbol |  | starting position | Sequence | starting position | Sequence | rate |
| Adam10 | NM_007399 | 1670 | 5'-AAGCAGTGCAGTCCGAGTCAA-3' | 1812 | 5'-GGATCAGATGCTGGGCAAAG-3' | 1.9 |
| Api5 | NM_007466 | 1460 | 5'-CAAGTTCAGGTTCACCACCTAAGA-3' | 1578 | 5'-CCTCTCATAATTAAAGTTGCTCAGATTG-3' | 1.9 |
| Atrx | NM_009530 | 7278 | 5'-CCCAAGTCCAAGCACTAGCATT-3' | 7421 | 5'-GGAGCCGTCTATTCATAAGTATTCG-3' | 2.0 |
| Baz1b | NM_011714 | 3518 | 5'-GTTTGAGGCCCGGGTCAT-3' | 3632 | 5'-CTGCTTAGGCGCCATAAATCC-3' | 1.9 |
| Cited4 | NM_019563 | 988 | 5'-AGCCTTCGGATTCCACGTT-3' | 1097 | 5'-GTTAGTAGGCTGCTCGAGAAGGA-3' | 1.7 |
| Creb1 | NM_009952 | 661 | 5'-CAAACTAGCAGTGGGCAGTACATT-3' | 741 | 5'-CTGTACCCCATCCGTACCATTG-3' | 2.0 |
| Cxadr | NM_001025192 | 798 | 5'-GAAGTACGAGAAGGAAGTTCATCATGA-3' | 911 | 5'-ATGGATCCCAGGGAGGAATG-3' | 1.7 |
| Dcx | NM_010025 | 1224 | 5'-CAGCAGTCAGCTCTCAACACCTAA-3' | 1356 | 5'-GGAATCGCCAAGTGAATCAGA-3' | 1.8 |
| Efnb2 | NM_010111 | 666 | 5'-AGATGCAAGTTCTGCTGGATCAG-3' | 799 | 5'-TGCCATCGGTGCTAGAACCT-3' | 2.0 |
| Hif1a | NM_010431 | 1299 | 5'-CAGTACAGGATGCTTGCCAAAA-3' | 1423 | 5'-ATACCACTTACAACATAATTCACACACACA-3' | 1.8 |
| Hmga1 | NM_016660 | 120 | 5'-GCTGGTCGGGAGTCAGAAAG-3' | 210 | 5'-GGCGGCGCCCTTATTC-3' | 1.9 |
| Ilst6 | NM_010560 | 2201 | 5'-GTTCCTGATCCTTCCAAGAGTCAT-3' | 2320 | 5'-CACAACGCTTACATCAGTGAAATTG-3' | 2.0 |
| Lin28 | NM_145833 | 2233 | 5'-CTTTGAGATCGCCACAAACCTA-3' | 2332 | 5'-ACAAGAAACCAAGATCAGACACACA-3' | 1.6 |
| Mt2 | NM_008632 | 135 | 5'-GCAAATGTACTTCCTGCAAGAAAA-3' | 229 | 5'-GTCGGAAGCCTCTTTGCAGAT-3' | 1.9 |
| Mtap2 | NM_008630 | 5314 | 5'-GACTTAAGCCATGTGACATCCAAAT-3' | 5416 | 5'-CCTTGAAATCCAGTTTTACACTCTCA-3' | 2.0 |
| Ogt | NM_139144 | 2632 | 5'-ATTAGCAATGGACTGGCGACTAC-3' | 2728 | 5'-CATACTGGGAACGGGTGGTT-3' | 2.0 |
| Pdgfra1 | NM_011058 | 2361 | 5'-GTCCCCATGCTTGAAAGGAA-3' | 2490 | 5'-CATCGTCCGAAAGGAGGTTTT-3' | 1.9 |
| Pdh18 | NM_130448 | 2965 | 5'-GGAAACAAATATTCCAGGAGCTATAGA-3' | 3079 | 5'-GCCCCAAATCATAATCGCTATC-3' | 1.8 |
| Phip | XM_001004343 | 3137 | 5'-GACCGGTGGATCATTTACCAT-3' | 3251 | 5'-GCGGTCACCTATATTCCATCG-3' | 2.0 |
| Pole4 | NM_025882 | 205 | 5'-CGGGACAGGAAGCCATCTT-3' | 282 | 5'-AGCAGTAGGCATCTTTTGCGATA-3' | 2.0 |
| Rod1 | NM_144904 | 483 | 5'-CAGCCTGTTTATATCCAGTATTCCAA-3' | 613 | 5'-GCTCCAGGAAGGGACAAGTTT-3' | 1.6 |
| Sema3a | NM_009152 | 1736 | 5'-AACTATCAGTGGGTGCCTTACCAA-3' | 1844 | 5'-CATCATCAGGAAGGTCCTTTGTG-3' | 2.0 |
| Tfrc | NM_011638 | 1319 | 5'-CCAGTGTGGGAACAGGTCTTC-3' | 1464 | 5'-CAACCACTCAGTGGCACCAA-3' | 1.9 |
| Tgfbr1 | NM_011577 | 1199 | 5'-CGCGCTGACATCTATGCAAT-3' | 1306 | 5'-AGGTACAAGATCATAATAAGGCAACTGA-3' | 2.0 |
| Twsg2 | NM_023053 | 577 | 5'-GCACCACCAAAACGTGTCTGT-3' | 690 | 5'-CACTGGTGGATGGACATGCA-3' | 2.0 |
| Vcl | NM_009502 | 2992 | 5'-TGCCAAGCAGTGCACAGATAA-3' | 3115 | 5'-GGTCCGGCCCAGCATAGT-3' | 1.9 |

How the deposited data were processed for this re-analysis (not part of the article)

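Gene expression in whole embryos of FVB mice at E10.5 was measured on 7 one-colour Affymetrix 430A 2.0 arrays, 1 per embryo, for 2 control embryos, 3 diabetes-exposed embryos without NTD and 2 with NTD. The deposited values are linear intensities, the signals that the authors computed with MAS5 from the probe intensities and scaled on each array, so that the mean after removal of 2% of the probe sets at each end is 500.2 on all 7. The version of MAS5 is not given in the sources used here, and detection calls were not used. No further normalization was applied to the main values.

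Of 22690 probe sets, 64 control probe sets were set aside. Gene symbols came from the array annotation, with 20393 probe sets assigned to 1 symbol, 691 to several and 1606 to none, and 20 symbols were updated through their gene ID. Probe sets at or above the array's 40th percentile in 2 or more of the 7 arrays were tested, 14554 in all, on log2 of the signal with values below 1 set to 1.

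The 5 exposed embryos were compared with the 2 controls by limma 3.58.1 in R 4.3.3, with a trend of the spread with the signal, and called at a Benjamini-Hochberg adjusted p under 0.05. Embryos with and without NTD were compared in a fit of 3 groups. The criteria of the study's methods were retraced with Welch's test and a regularized test as in Cyber-T, both on log2 signals, with a window of 101 probe sets and a confidence of 10 for the latter, since its settings are not given in the sources used here. The fold was the ratio of mean signals. Single values were compared by exact permutation tests of 2 against 5 embryos, with 21 splits and a smallest p of 0.048, or of 2 against 3, with 10 splits and a smallest p of 0.1.

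In addition to the study's own gene lists, 38 lists of pathways, cell types and complexes were fixed. Lists with 5 or more tested genes were tested with camera at a preset correlation of 0.01 between genes, again with an estimated correlation, and with fry, which asks whether a set moves one way on balance and compares it with no other genes. A gene with several probe sets entered a list with the probe set of Additional file 1 where it has one, which favours the study's direction, and otherwise with its brightest one. Probe sets with several symbols or none entered no list, except in an alternative chosen after the values were seen.

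The rule for the genes to name took those that the study names for Experiment I, the 10 called probe sets of largest change in each direction with all exposed embryos on the same side of both controls, up to 4 members of smallest p from each list, Etnk1, Gmfb and the 5 probe sets of smallest p between embryos with and without NTD, and Pole4, Pax3, Xist and the Y-linked genes. The paper's values had been seen when the rule was set.

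The limma calls and gene lists of exposed against control embryos were computed again with quantile normalization, median centring, other floors, offsets and filters. They were also computed with no trend, array quality weights, other groupings and each embryo left out in turn. The methods' criteria, the comparison of embryos with and without NTD and the similarity of profiles were computed again with only some of these. The test of cDNA length was run only on the main values. The limma test of exposed against control embryos was tried on simulated data with 2 groups of the same sizes. limma called 61% of 100 probe sets changed by 2-fold and 87% of 100 changed by 4-fold, and 12 of its 160 calls were false. Of the unchanged probe sets, 7.04% passed Cyber-T unadjusted, 6.45% Welch's test and 5.11% limma. The number of arrays limits the precision. The other tools were statmod 1.5.0, Python 3.11.15, pandas 2.3.3, NumPy 2.4.6, SciPy 1.17.1 and Matplotlib 3.10.9. The arrays of Experiment II were not analysed here.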

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

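The tests of the embryos taken 1 by 1, of the other probe sets in other choices of embryos, of cDNA length, of dim probe sets and of yolk sac tissue and scaling were chosen only after the result was seen, while those of the sex of the embryos, of maternal diabetes in every embryo and of selection were planned. In 62 measures the most distant of the 5 exposed embryos was compared with the others by its gap divided by the group's range. The ratio was above 0.71 in 4, where chance gives 1 in 20.

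The mean of Xist was higher in the exposed embryos than in the controls by 5.67 on the log2 scale, a signal that the paper does not report. Its control signals of 12.7 and 24.1 lay below the 20th percentile of those arrays (41.9 and 48.1), so that the size is uncertain. Exposed embryo 2 with NTD also had 12.7. Y-linked genes were lower in most exposed embryos. In the test of the sex of the embryos, embryo by embryo, Xist was compared with Ddx3y, a Y-linked gene. In 6 of 7 embryos exactly 1 of them was above the middle of its range. Exposed embryo 3 without NTD had a Ddx3y signal of 33.7 and high Xist. Most other Y-linked probe sets were high only in the embryos with low Xist, exposed embryo 2 with NTD and the controls. Eif2s3y had 203 to 245 in these and 0.549 to 2.76 in the others. For 1 probe set each, Kdm5d had 273 to 358 against 15.3 to 25.0, and Uty 235 to 313 against 30.1 to 61.3. A dim probe set of Kdm5d overlapped, with 47.9 in exposed embryo 2 without NTD and 24.0 in control 2. The rank correlation of Xist and Ddx3y over the embryos was -0.929, but the embryos fall into 2 clusters, so that it has no p here. For maternal diabetes in every embryo, 0 of the 5 exposed embryos had a Ddx3y signal at or above the lower control, but exposed embryo 2 with NTD had 152 against 271 and 245, and its Eif2s3y lay above both controls. For these probe sets of Eif2s3y, Kdm5d and Uty, low signals went with high Xist rather than with exposure. Exposed embryo 2 with NTD, which had low Xist, had 245, 273 and 235. A candidate explanation is that the sexes of the embryos differ between the groups, which the labels do not give. An effect of diabetes on these genes stays open, since only 1 exposed embryo had low Xist and its Ddx3y lay below both controls.

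The 61 genes listed as decreased that have another tested probe set had a median log2 fold change of -1.30 for the listed probe set. For the other one the median was -0.15, with 46 below 0 and 15 above it. A gene with several others entered with only 1 of them. Those left out fell further in some genes, such as Tgfbr1 and Efnb2, and less in others, such as Hif1a. The other probe sets used were also brighter, with a median control signal of 1138 against 319, but signals of different probe sets are not directly comparable. The counts argue against selection of the most extreme probe set as the source of the number itself. Under the methods' criteria 103 probe sets were lower in the real choice of 2 embryos, against at most 22 in the other 20. Selection may account for the smaller change of the others, since in 4 of the 4 other choices with 10 or more such probe sets their median lay within 0.3 of 0 (-0.21 to 0.04). In the choices with fewer such probe sets the median ranged from -1.15 (4 probe sets) to 0.24 (2 probe sets). A lower signal of all dim probe sets was not seen (median log2 fold change of 0.0116 among the dimmest of the tested probe sets), and shorter labelled cDNA stays open, with a 3-prime to 5-prime ratio of Tfrc higher by 0.38 on the log2 scale (exact p = 0.0952), against an exact p of 0.381 for Gapdh and 0.381 for beta-actin. Differences between transcripts of a gene were not tested.

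In exposed embryo 1 without NTD the mean of the visceral endoderm and liver list stood apart, with a ratio of 0.842. Of the tested genes of the list 84.6% were highest in that embryo, but the same list picked out the embryo, and 11 of 13 glycolysis genes were also highest in it, so that this share decides nothing and yolk sac endoderm or liver tissue in that sample stays open. Alb, a major product of liver, had 226 in it and 314 and 426 in the controls. The median log2 difference of the array from the other embryos was 0.0130, so that little shift of the whole array remained. All arrays had been scaled to the same trimmed mean, so that this value cannot decide on a scaling difference. The list was not called over all embryos (camera adjusted p = 0.930), but was lower without that embryo (adjusted p = 0.00332; adjusted p = 0.182 with an estimated correlation and fry adjusted p = 0.0372, both chosen after the values were seen), with 0.00332 to 0.998 over the alternatives. A difference of development stays untested.

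The mean of the unfolded protein and amino acid stress list stood apart in the same embryo, with a ratio of 0.833, the mean of the histones in exposed embryo 2 with NTD, with 0.717, and Sall4 in exposed embryo 1 with NTD, with 0.800.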

How the results depend on the processing

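None of the 203 named probe sets with an unadjusted p under 0.05 in limma changed direction in the alternatives run that tested them (177 with the stricter filter, 186 without the genes of the X and Y chromosomes). limma called 25 probe sets. In the alternatives, with the number of these 25 among the calls in parentheses, it called 18 (18) after quantile normalization, 27 (25) with median centring, 24 (24) with a stricter filter, 24 (10) without the embryos with NTD, 36 (24) in the fit of 3 groups, 50 (25) with an offset of 50, 8 (6) with no filter, 10 (7) with no trend in the spread, 491 (25) with array quality weights and 0 with the replicate number as a block (limma, 2013 unadjusted), where the numbers pair no embryos. The methods' tests gave 2651 and 3664 (Cyber-T) unadjusted and 0 and 1310 after adjustment. Leaving out 1 embryo gave 0 to 58. The share lower was 58.3% without embryos with NTD and 0% to 55.2% on leaving out 1 embryo. Under the methods' criteria 417 probe sets lay beyond 2-fold with no filter, and the share lower was 59.9% with tests on linear signals and 57.0% with limma's unadjusted p. Between embryos with and without NTD, the methods' criteria gave 33 and leaving out 1 embryo 0 to 2. The control pair ranked 2 in similarity with no filter. With an estimated correlation 0 lists were called by camera, against 20 with the preset one. Fry called 19, among them 2 of the 5 lists of pathways, cell types and complexes that camera called and 14 of 15 of the study's. With all listed probe sets of Additional file 1 in the lists, also those with several symbols or none, an alternative chosen after the values were seen, 22 were called. Of the Q-RT-PCR genes 8 were called, 3 with no filter, 3 with no trend, 0 with the block, 21 with array quality weights, 5 without embryos with NTD and 0 to 12 on leaving out 1 embryo. The causes were not tested, apart from fewer embryos or more probe sets. The methods' tests need 2 controls and were not run without either. Dim signals limit what the filter admits.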

Differences from the paper's values

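The paper gives 2262 probe sets that pass Cyber-T, and the test here gave 3664. The difference falls within 1.5 times with the stricter filter, with limma's unadjusted p, without the embryos with NTD and without exposed embryos 1 or 3 without NTD or 2 with NTD, but not with the other alternatives set before the data were examined. The paper states that 2 genes passed the criteria between embryos with and without NTD, and 33 probe sets passed here and 135 with no filter.

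In Additional file 3 the paper's fold for Ets1 is -1.7, and its brightest probe set gave -1.11. For Cited2 the paper's fold is 1.8, and the brightest probe set gave 1.02. Over 12 alternatives, among them other normalizations and each embryo left out in turn, Ets1 gave -1.16 to -1.07 and Cited2 -1.01 to 1.10, all of which also differ from the paper's value. Another probe set gave -1.52 for Ets1 and 1.82 for Cited2, both chosen after seeing the values.

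The paper states that most of the changed genes were lower. Among limma's calls 36% were lower, while under the methods' criteria 70.1% were. The paper states that Pax3 was not represented on the array, whose annotation assigns 2 probe sets to it. The paper gives a smaller number of HIF1 targets that pass both tests than the 17 found here. Its Welch test was set to a false discovery rate of 0.05, and here 0 probe sets passed that test after Benjamini-Hochberg adjustment (2651 unadjusted, 25 called by limma and 1310 by Cyber-T after adjustment). All 129 folds of Additional file 1 lay within 0.02 of the paper's.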

Other observations

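Genes of red blood cells and heme synthesis were higher in exposed embryos as a set. Of 33 tested genes of erythroid cells, 1 rose and 0 fell (20 higher and 2 lower when adjusted over the list alone), and camera gave an adjusted p of 7.42e-11 (adjusted p = 0.0941 with an estimated correlation; fry adjusted p = 0.0101). Cpox was the member that rose. Among others chosen after their values were seen, Hbb-bh1, an embryonic globin, had a log2 fold change of 0.47 (standard error 0.11, adjusted p = 0.102), Gata1, a transcription factor of red blood cells, 0.72 (standard error 0.20, adjusted p = 0.133), and Rhag, a membrane protein of red blood cells, 0.70 (standard error 0.18, adjusted p = 0.117). The mean log2 difference of the list from the controls was 0.40 in exposed embryo 1 without NTD and 0.34 to 0.53 in the other 4. Of the metallothioneins, Mt1 had 1.49 (standard error 0.28, adjusted p = 0.0619) beside Mt2, which rose.

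Genes of neuronal differentiation were lower as a set. Of 33 tested genes 0 rose and 2, Dcx and Map2, fell (4 lower when adjusted over the list alone). Camera gave an adjusted p of 2.63e-06 (adjusted p = 0.185 with an estimated correlation and fry adjusted p = 0.0359). Without exposed embryo 1 without NTD camera still called the set as lower (adjusted p = 1.09e-05), but fry did not (adjusted p = 0.0535). Fry was run without that embryo after the values were seen. Stmn2, a microtubule protein of axons, had a log2 fold change of -0.68 (standard error 0.18, adjusted p = 0.125). Cytosolic ribosomal protein genes were higher as a set by camera (adjusted p = 0.00137, adjusted p = 0.578 with an estimated correlation; fry adjusted p = 0.249), with 0 of 40 called by limma (4 higher and 1 lower unadjusted) and 28 highest in exposed embryo 1 without NTD, but not after quantile normalization (adjusted p = 0.243) or without control 2 (adjusted p = 0.0684), with 5.70e-06 to 0.243 over the alternatives. Of the Wnt pathway genes that Table 4 lists for Experiment II, 36 were tested and 0 were called by limma (3 higher and 3 lower unadjusted; 2 and 2 by Cyber-T after adjustment), with a camera adjusted p of 0.656. Apc had -0.47 (standard error 0.14, adjusted p = 0.159) and Sfrp1 0.40 (standard error 0.13, adjusted p = 0.174). Each gene entered with its probe set of Additional file 1 or else its brightest one, which need not be the one that Table 4 gives. The changes of Table 4 were therefore not tested on the same probe sets.

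Of the 33 lists of pathways, cell types and complexes that had 5 or more tested genes, 5 were called by camera, 4 higher and 1 lower, and the other 28 had adjusted p-values of 0.0566 to 0.966. Camera did not call the list of the oxidative stress response (adjusted p = 0.223, adjusted p = 0.342 with an estimated correlation), while fry called it as higher (adjusted p = 0.0132). Of its 25 tested genes limma called 0, with 20 log2 fold changes above 0 and 5 below it. The list of the unfolded protein and amino acid stress (adjusted p = 0.0566) was called as higher in 10 of 21 alternatives, with 0.0102 to 0.299 over them. Of the study's lists, which it chose on these samples in most cases, 15 of 20 were called, 2 higher and 13 lower. With an estimated correlation camera called none of these lists or of the others. The 18S rRNA control probe sets, chosen after their values were seen, were high in exposed embryo 1 with NTD, with signals of 6236, 7026 and 805 against 123 to 432 for the highest of them in each of the other 6 embryos.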
